# Characterization of D-Arabitol as Newly Discovered Carbon Source of *Bacillus methanolicus*

**DOI:** 10.3389/fmicb.2019.01725

**Published:** 2019-07-31

**Authors:** Marina Gil López, Marta Irla, Luciana F. Brito, Volker F. Wendisch

**Keywords:** *Bacillus methanolicus*, differential transcriptome analysis, mannitol metabolism, arabitol metabolism, monophasic growth, operon organization

## Abstract

*Bacillus methanolicus* is a Gram-positive, thermophilic, methanol-utilizing bacterium. As a facultative methylotroph, *B. methanolicus* is also known to utilize D-mannitol, D-glucose and, as recently discovered, sugar alcohol D-arabitol. While metabolic pathways for utilization of methanol, mannitol and glucose are known, catabolism of arabitol has not yet been characterized in *B. methanolicus*. In this work we present the elucidation of this hitherto uncharted pathway. In order to confirm our predictions regarding genes coding for arabitol utilization, we performed differential gene expression analysis of *B. methanolicus* MGA3 cells grown on arabitol as compared to mannitol via transcriptome sequencing (RNA-seq). We identified a gene cluster comprising eight genes that was up-regulated during growth with arabitol as a sole carbon source. The RNA-seq results were subsequently confirmed via qRT-PCR experiments. The transcriptional organization of the gene cluster identified via RNA-seq was analyzed and it was shown that the arabitol utilization genes are co-transcribed in an operon that spans from BMMGA3_RS07325 to BMMGA3_RS07365. Since gene deletion studies are currently not possible in *B. methanolicus*, two complementation experiments were performed in an arabitol negative *Corynebacterium glutamicum* strain using the four genes discovered via RNA-seq analysis as coding for a putative PTS for arabitol uptake (BMMGA3_RS07330, BMMGA3_RS07335, and BMMGA3_RS07340 renamed to *atlABC*) and a putative arabitol phosphate dehydrogenase (BMMGA3_RS07345 renamed to *atlD*). *C. glutamicum* is a natural D-arabitol utilizer that requires arabitol dehydrogenase MtlD for arabitol catabolism. The *C. glutamicum mtlD* deletion mutant was chosen for complementation experiments. Heterologous expression of *atlABCD* as well as the arabitol phosphate dehydrogenase gene *atlD* from *B. methanolicus* alone restored growth of the *C. glutamicum* Δ*mtlD* mutant with arabitol. Furthermore, D-arabitol phosphate dehydrogenase activities could be detected in crude extracts of *B. methanolicus* and these were higher in arabitol-grown cells than in methanol- or mannitol-grown cells. Thus, *B. methanolicus* possesses an arabitol inducible operon encoding, amongst others, a putative PTS system and an arabitol phosphate dehydrogenase for uptake and activation of arabitol as growth substrate.

## Introduction

*Bacillus methanolicus* is an aerobic, Gram-positive, thermophilic, methanol-utilizing bacterium originally isolated from freshwater marsh soil (Schendel et al., 1990; Arfman et al., 1992). Methylotrophs, such as *B. methanolicus*, utilize carbon sources without C-C bonds also called C1 substrates. The key intermediate for biological C1 fixation is formaldehyde, and *B. methanolicus* belongs to the group of facultative methylotrophs that fix formaldehyde via the ribulose monophosphate (RuMP) cycle (Anthony, 1982; Arfman et al., 1992). What makes methanol an attractive feedstock is the fact that it is abundant and cheap, and that addition of methanol to fermentation broth reduces the risk of microbial contamination in fermentative processes due to toxicity of its derivative – formaldehyde (Irla et al., 2015; Müller et al., 2015a). Furthermore, methanol presents a non-food alternative to conventional feedstock generally used in biotechnological processes. The ability to utilize methanol as carbon source, in addition to its high growth temperature, makes *B. methanolicus* MGA3 a promising candidate for biotechnological amino acid production. It has been successfully used for methanol-based production of the amino acids L-lysine and L-glutamate (Brautaset et al., 2007), and has been engineered for production of the compounds cadaverine (Naerdal et al., 2015; Irla et al., 2016) and γ-aminobutyric acid (GABA) (Irla et al., 2017). Furthermore, tools for gene expression have been recently developed, comprising gene co-expression from two different plasmids and controlled inducible gene expression systems with both rolling circle and theta replicating plasmids (Irla et al., 2016).

*Bacillus methanolicus* methylotrophy has been extensively studied and characterized in recent years. This contributed to a broader understanding of methanol metabolism and its regulation by fully sequencing the MGA3 genome (Heggeset et al., 2012; Irla et al., 2014), achieving a comprehensive analysis of the transcriptional landscape using RNA-seq (Irla et al., 2015) and accomplishing proteome (Müller et al., 2014) and metabolome (Müller et al., 2015b; Carnicer et al., 2016) studies. These studies not only increased our understanding of methanol metabolism in *B. methanolicus*, but also yielded insight into catabolic pathways of alternative carbon sources. *B. methanolicus* is known to utilize D-mannitol and D-glucose as sole carbon and energy sources and metabolic pathways for the utilization of these substrates have already been described (Heggeset et al., 2012). Both mannitol and glucose enter the cells via a phosphotransferase system (PTS) as mannitol 1-phosphate and glucose 6-phosphate, respectively, and are converted to fructose 6-phosphate. Here, we describe and characterize utilization of the pentose sugar alcohol D-arabitol for growth of *B. methanolicus* MGA3. Two alternative pathways for arabitol utilization have been described in bacteria (Figure 1): uptake of arabitol via a permease followed by intracellular oxidation and phosphorylation to yield xylulose 5-phosphate, route described for proteobacteria and actinobacteria as in e.g., *Corynebacterium glutamicum* (Laslo et al., 2012), *Enterobacter aerogenes* (Charnetzky and Mortlock, 1974), *Klebsiella pneumoniae* (Heuel et al., 1997), *Rhizobium trifolii* (Primrose and Ronson, 1980), and *Pseudomonas fluorescens* (Brünker et al., 1998), or PTS-mediated uptake and phosphorylation followed by oxidation to pentose phosphates as described for the firmicutes *Listeria moncytogenes* (Kentache et al., 2016) and *Enterococcus avium* (Povelainen et al., 2003).

**FIGURE 1:**
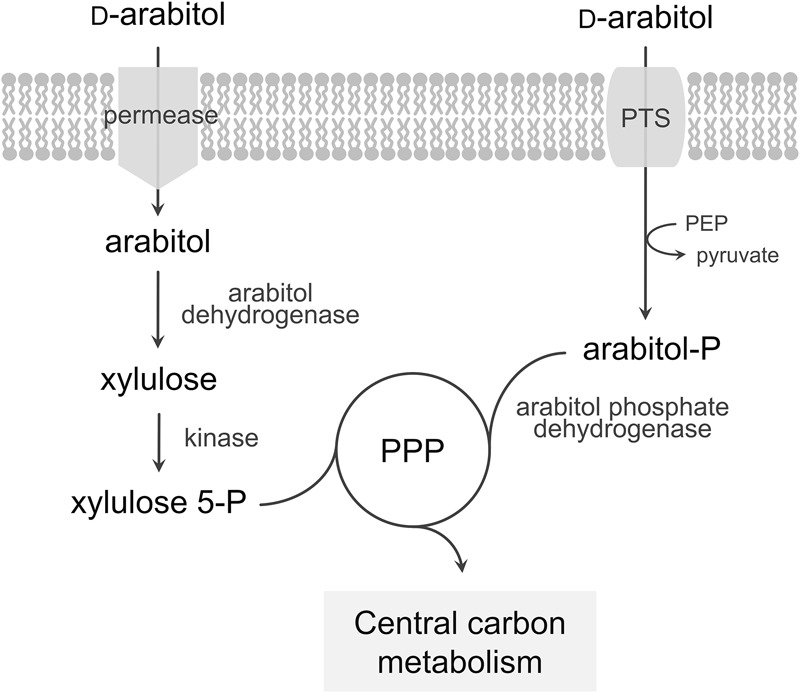
Model of the pathways for arabitol catabolism in bacteria. The first route represents uptake of arabitol via a permease, a dehydrogenase and a kinase while the second route represents uptake via a PTS and a phosphate dehydrogenase. PTS, phosphotransferase system; PEP, phosphoenolpyruvate; PPP, pentose phosphate pathway.

Arabitol is ubiquitous in nature and has been found in plants and fungi, often alongside mannitol, being involved in osmoprotection and carbohydrate storage (Daly et al., 1967; Plemenitaš et al., 2008; Wang et al., 2019). It has additionally been reported that arabitol conferred drought tolerance when provided by a lichenous fungi to the green algae *Trebouxia* sp. (Kosugi et al., 2013). Yeast or yeast-like fungi produce extracellular glycolipids, some of which have been reported to exceptionally contain mannitol and arabitol residues (Kulakovskaya and Kulakovskaya, 2014b). Their role in metabolism includes promotion of solubilization and absorption of hydrophobic substrates, extracellular reserve of carbon sources and antibiotic activity (Kulakovskaya and Kulakovskaya, 2014a). Roselipins, consisting of C_20_-fatty acids with three hydroxyl groups, mannose and arabitol residues, are extracellular glycolipids synthesized by *Clonostachys rosea* (Tabata et al., 1999). Mannosylerythritol lipids are major extracellular glycolipids of the *Pseudozyma* genera. In *Pseudozyma parantarctica* the rarely occurring mannosylarabitol lipids and mannosylmannitol lipids have been described (Morita et al., 2009, 2012). The natural ecological niches of these extracellular glycolipid yeast producers include soil, nectaries and leaves of plants (Kulakovskaya and Kulakovskaya, 2014a), coexisting together with *B. methanolicus* in similar habitats. Additionally, some yeasts possess the ability of transforming glucose into arabitol (Kordowska-Wiater, 2015). It has previously been reported that methanol is a by-product of pectin metabolism during cell wall synthesis and pathogen attack in plants, which in turn assists in plant immunity (Fall and Benson, 1996; Komarova et al., 2014). Bacterial isolates from leaf surfaces showed the presence of *B. methanolicus* on *Citrus paradisi* plants (Izhaki et al., 2013). These findings indicate that methanol, mannitol, glucose and arabitol might be present in the natural habitat of *B. methanolicus*.

In the present study, we characterized growth of *B. methanolicus* MGA3 on arabitol. Based on our differential transcriptome analysis, the genes coding for proteins involved in arabitol utilization were identified, and their functionality confirmed by genetic complementation and enzyme assays.

## Materials and Methods

### Bacterial Strains, Media and Cultivation Conditions

The strains used in this study are listed in Table 1. *C. glutamicum* ATCC 13032 was used as the expression host and *Escherichia coli* DH5α was used as the general cloning host. *E. coli* strains were routinely cultivated at 37°C and 180 rpm in Lysogeny Broth (LB) media or on LB plates [1% (w/v) agar] supplemented with 25 μg mL^-1^ kanamycin if relevant. *B. methanolicus* strains were cultivated at 50°C and 200 rpm in minimal MVcMY media for pre-cultures or MVcM for main cultures as previously described (Brautaset et al., 2003) with 200 mM methanol, 5, 10, 15, and 50 mM mannitol or 5, 10, 15, 30, and 60 mM arabitol. For co-consumption experiments, 15 mM mannitol and 15 mM arabitol were added to the media. Main cultures of all *B. methanolicus* experiments were inoculated at a start optical density (OD_600_) of 0.2. *C. glutamicum* strains were routinely cultivated at 30°C and 120 rpm in LB media with 30 mM glucose for pre-cultures and in minimal CGXII media (Eggeling and Bott, 2005) for main cultures with 30 mM glucose or 30 mM arabitol. Media were supplemented with 25 μg mL^-1^ kanamycin when necessary and 1 mM IPTG was added for induction of gene expression at inoculation of the main cultures, which was done at an initial OD_600_ of 0.5. Cultivations were performed in 500 mL baffled shake flasks with 50 mL media volume and in biological triplicates in all cases.

**Table 1:** Strains and plasmids used in this study.

Strain or plasmid	Relevant characteristics	References
**Strains**		
*E. coli* DH5α	F^-^ *thi*-1 *endA1 hsdR17*(r^-^, m^-^) *supE44* Δ*lacU169* (φ80*lacZ*ΔM15) *recA1 gyrA96 relA1*	Hanahan, 1983
*C. glutamicum* ATCC 13032	Wild type strain	Abe et al., 1967
*C. glutamicum* RES167 Δ*mtlD*	*mtlD* deletion mutant of *C. glutamicum* RES167	Laslo et al., 2012
*B. methanolicus* MGA3	Wild type strain (ATCC 53907)	Schendel et al., 1990
*B. methanolicus* PB1	Wild type strain (ATCC 51375, NCIMB13113)	Arfman et al., 1992
**Plasmids**		
pVWEx1	Km^R^; *E. coli*/*C. glutamicum* shuttle vector for regulated gene expression (P_tac_, *lacI*^q^, pCG1 *oriV_Cg_*)	Peters-Wendisch et al., 2001
pVWEx1-*atlABCD*	pVWEx1 derivative for IPTG-inducible expression of BMMGA3_RS07330, BMMGA3_RS07335, BMMGA3_RS07340 and BMMGA3_RS07345 (*atlABCD*) from *B. methanolicus* MGA3	This study
pVWEx1-*atlD*	pVWEx1 derivative for IPTG-inducible expression of BMMGA3_RS07345 (*atlD*) from *B. methanolicus* MGA3	This study
pVWEx1-*atlABCDEF*	pVWEx1 derivative for IPTG-inducible expression of BMMGA3_RS07330, BMMGA3_RS07335, BMMGA3_RS07340, BMMGA3_RS07345, BMMGA3_RS07350, and BMMGA3_RS07355 (*atlABCDEF*) from *B. methanolicus* MGA3	This study

*Km^*R*^, kanamycin resistance.*

### Recombinant DNA Work

The description of all plasmids constructed in this study is presented in Table 1. Molecular cloning was performed as described by Sambrook and Russell (2001). Primer sequences used in this study were obtained from Metabion (Planegg/Steinkirchen, Germany) and are listed in Supplementary Table 1. Total DNA isolation from *B. methanolicus* MGA3 was performed as previously described (Eikmanns et al., 1994). Inserts were amplified by polymerase chain reactions (PCRs) using ALLin^TM^ HiFi DNA Polymerase (HighQu, Kraichtal, Germany) and purified with the NucleoSpin^®^ Gel and PCR Clean-up kit (Macherey-Nagel, Düren, Germany). For plasmid isolation, the GeneJET Plasmid Miniprep Kit (Thermo Fisher Scientific, Waltham, MA, United States) was used. Ends of DNA fragments (PCR-amplified fragments and plasmid pVWEx1 cut with restriction enzymes) were joined by means of the isothermal DNA assembly method (Gibson et al., 2009). Transformation of chemically competent *E. coli* cells was done following the procedure of Mandel and Higa (1970). Colony PCRs were performed using the Taq polymerase (New England Biolabs, Ipswich, England) with primers acF1, acR1 and acR2 (Supplementary Table 1). All cloned DNA fragments were verified by sequencing (Sequencing Core Facility, Bielefeld University). *C. glutamicum* competent cells and electroporation were prepared as previously described (Eggeling and Bott, 2005).

### Heterologous Expression of *B. methanolicus* Genes in *C. glutamicum*

Plasmids for inducible gene expression in *C. glutamicum* were constructed on the basis of pVWEx1 (Peters-Wendisch et al., 2001). The *atlABCD* and *atlABCDEF* genes were PCR-amplified from *B. methanolicus* MGA3 genomic DNA using the primers acF1 and acR1 or acF1 and acR2, respectively, and the *atlD* gene was amplified using primers aPDF and aPDR (Supplementary Table 1). The resulting PCR product was joined with *Bam*HI digested pVWEx1 via Gibson assembly.

### Isolation of Total RNA

In order to perform total RNA extraction from *B. methanolicus* MGA3 cells, the NucleoSpin RNA isolation Kit (Machery-Nagel, Düren, Germany) and the RNase-free DNase set (Qiagen, Hilden, Germany) were used according to the manufacturer’s instructions. *B. methanolicus* cultures were grown in minimal MVcM media containing 200 mM methanol, 15 mM mannitol or 15 mM arabitol. Cells were harvested in the middle of the exponential growth phase at an OD_600_ of 1.0 followed by total RNA isolation individually for each cultivation condition. The RNA material was tested for contaminating DNA using primers PRIF and PRIR for the amplification of the *proI* gene and primers MRF1 and MRR1 for the amplification of the *mtlR* gene (Supplementary Table 1). No product was obtained for any of the tested samples (data not shown). The quality of the samples was subsequently verified by capillary gel electrophoresis (Agilent Bioanalyzer 2100 system using the Agilent RNA 6000 Pico kit; Agilent Technologies, Böblingen, Germany) and the concentration checked by DropSense^TM^ 16 (Trinean, Ghent, Belgium). The RNA material was subsequently used either for RNA-seq analysis, qRT-PCR or RT-PCR analysis of operon structure.

### cDNA Library Preparation, RNA-Seq and Mapping of Generated RNA-Seq Data

Isolated RNA samples from *B. methanolicus* MGA3 were pooled in equal parts and the total RNA was subsequently used for the cDNA library preparation. The library was prepared and sequenced on a single flow cell of a MiSeq Desktop Sequencer system (Illumina, San Diego, CA, United States) in paired-end mode following a protocol that allowed for the analysis of the whole transcriptome (Mentz et al., 2013). Previous to mapping of the generated reads onto the reference genome, the sequences were trimmed using the tool Trimmomatic version 0.33 (Bolger et al., 2014) to a minimal length of 35 base pairs. The trimmed reads were mapped to the *B. methanolicus* MGA3 reference sequences of the chromosome as well as the two plasmids pBM19 and pBM69 (GenBank accession numbers CP007739, CP007741, and CP007740, respectively) using the software for short read alignment Bowtie (Langmead et al., 2009). For the visualization of the mapped reads the ReadXplorer software was used (Hilker et al., 2014). The differential gene expression analysis was performed with the statistical method DESeq (Anders and Huber, 2010) using the same software. In order to designate a gene as differentially expressed, the cut-off values were set to a change in expression level higher than 30, for which the *P*-value was adjusted to be equal to or less than 0.01. Sequences of differentially expressed genes that coded for proteins of unknown function were subjected to BLASTx analysis for identification of protein family conservations (Altschul et al., 1990).

### Real-Time Quantitative Reverse Transcription PCR (qRT-PCR)

qRT-PCR was performed in order to validate the generated data in RNA-seq analysis. Isolated RNA samples from *B. methanolicus* MGA3 grown on either mannitol, arabitol or a combination of both were used as template. The optimization of a qRT-PCR protocol included a series of standard PCRs using different primer concentrations (250, 400, and 600 mM) and different annealing temperatures (48 to 65°C). For each gene to be analyzed, a pair of primers were designed for the amplification of about 200 bp using the primer design tool of Clone Manager 9 (Scientific & Educational Software, Denver, CO, United States) (Supplementary Table 1). The experiments were performed with the LightCycler^®^ 96 System (Roche Diagnostics, Penzberg, Germany) using the SensiFAST^TM^ SYBR^®^ No-ROX One-Step Kit (Bioline, Luckenwalde, Germany) according to the manufacturer’s instructions. After the optimization process, each reaction mixture contained 400 mM of each primer and 50 ng of RNA in a final volume of 20 μL. The qRT-PCR profile was chosen to be performed as follows: the reverse transcription was performed at 45°C for 10 min, the polymerase activation at 95°C for 2 min followed by 40 cycles of a three-step amplification composed of a denaturation step at 95°C for 5 s, annealing at 55°C for 10 s and extension at 72°C for 5 s and, lastly, dissociation curve analyses were done from 65°C up to 95°C in 0.5°C increments for 5 s each step. Amplification of *repB*, the pBM19 replication initiator gene, was used for sample normalization following the recommendations of Jakobsen et al. (2006). They could confirm by qRT-PCR that the *repB* transcript levels were similar in cells utilizing mannitol and methanol and, additionally, our RNA-seq data showed similar *repB* expression between mannitol and arabitol, too (data not shown). 

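RNA of *repB*, the replication initiator gene of the natural plasmid pBM19, was at 816 normalized counts in the library of mannitol grown cells and 778 in that of arabitol grown cells. Its log2 ratio of arabitol over mannitol was -0.07, with an exact 95% interval of -0.21 to 0.08 that covers counting error only. The authors' deposited table gives *repB* a p of 0.910 and an adjusted p of 0.954. Of the pBM19 genes for ribulose monophosphate cycle enzymes, *tktP* (transketolase) had a log2 ratio of -0.21, *glpXP* (fructose bisphosphatase) -0.23, *fbaP* (fructose bisphosphate aldolase) -0.24, *pfkP* (phosphofructokinase) 0.38 and *rpeP* (ribulose phosphate epimerase) -0.68. Of 18 pBM19 genes with a mean of at least 30 normalized counts, 3 were at least 2-fold higher on arabitol and 0 were at least 2-fold lower. The 3 are BMMGA3_17240 (hypothetical protein), at a log2 ratio of 1.33, and the transposase genes BMMGA3_17245 and BMMGA3_17250, at 1.29 and 1.06, and they are named because their values were seen to be past this size. The plasmid's genes were scaled among themselves, so these ratios are relative to the other pBM19 genes. Their median of 0.08 lies near 0 by construction. With the scaling factors of the chromosome, *repB* had a log2 ratio of -0.19, *tktP* -0.34, *glpXP* -0.35 and *fbaP* -0.36, and the latter 3 lie outside their counting intervals at the plasmid's scaling.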

Relative quantification was done by means of the comparative threshold cycle method: the 2^-ΔΔ^*^CT^* method (Livak and Schmittgen, 2001). All measurements were performed in technical replicates.

### Reverse Transcription PCR (RT-PCR) Analysis of Operon Structure

Analysis of the transcriptional organization of the arabitol gene cluster was done via RT-PCR. Isolated RNA from *B. methanolicus* MGA3 grown on arabitol was used as template for cDNA synthesis using the BioScript^TM^ Reverse Transcriptase kit (Bioline, Luckenwalde, Germany) according to the manufacturer’s instructions with gene specific primer RT03, which hybridizes in BMMGA3_RS07365 (Supplementary Table 1). In order to detect if the referred gene cluster was transcribed as a single mRNA molecule, the resulting cDNA was then used as template for PCR using primers spanning gene borders of all genes putatively present in the arabitol gene cluster (Supplementary Table 1).

### Arabitol Phosphate Dehydrogenase Enzymatic Assay of *B. methanolicus* Crude Extracts

*Bacillus methanolicus* MGA3 cells were grown in minimal media with methanol, mannitol or arabitol and collected by centrifugation at 4°C and 4,000 rpm for 10 min in the middle of the exponential growth phase at an OD_600_ of around 1.0. The pelleted cells were re-suspended in Tris-HCl buffer (pH 7.2) and disrupted by sonication (UP 200 S, Dr. Hielscher GmbH, Teltow, Germany) on ice at an amplitude of 55% and a duty cycle of 0.5 for 9 min with a 30 s pause in between. To obtain lysates, the samples were centrifuged for 60–90 min at 4°C and 14,000 rpm to remove cell debris, the supernatants were then collected and protein concentration was determined by means of the Bradford method (Bradford, 1976) using bovine serum albumin as reference. Determination of the arabitol phosphate dehydrogenase activity in the reductive reaction using xylulose 5-phosphate as substrate was performed following the indications of Povelainen et al. (2003). The assay mixture contained 20 mM Tris-HCl buffer (pH 7.2), 1 mM DTT, 0.3 mM NADH, 50–200 μL of crude extract and 0.2–2 mM xylulose 5-phosphate in a total volume of 1 mL. The oxidation rate of NADH was monitored at 340 nm and 30°C for 3 min on a Shimadzu UV-1202 spectrophotometer (Shimadzu, Duisburg, Germany).

### Analysis of Culture Supernatants by Liquid Chromatography

For the quantification of growth substrates mannitol and arabitol in a cultivation broth a high-pressure liquid chromatography (HPLC) system was used (1200 series, Agilent Technologies Deutschland GmbH, Böblingen, Germany) as in Pérez-García et al. (2016). The supernatants of the cell cultures were obtained by centrifugation at 14,000 rpm and at room temperature for 15 min. The analysis was carried out using a column for organic acids (300 mm × 8 mm, 10 μm particle size, 25 Å pore diameter, CS Chromatographie Service GmbH, Langerwehe, Germany) with mobile phase of 5 mM sulphuric acid at a flow rate of 0.8 mL min^-1^, at 60°C and for 17 min. The detection was executed with a refractive index detector (RID G1362A, 1200 series, Agilent Technologies).

## Results

### Growth of *B. methanolicus* MGA3 on Arabitol as Single Carbon Source and as Co-substrate to Mannitol

In search of gratuitous inducer of an *mtlR* promoter described by Irla et al. (2016), arabitol was tested as one of the potentially feasible compounds. While it was shown that addition of arabitol to cultivation broth does not lead to induction of expression of genes controlled by P*_mtlR_*, the authors have discovered that arabitol serves as sole carbon and energy source for *B. methanolicus* (Irla et al., 2016). Due to the fact that at that time only two alternative carbon sources had been described for this facultative methylotroph, it was interesting to investigate the physiology and genetic background of arabitol utilization in *B. methanolicus.* For that purpose, *B. methanolicus* MGA3 was cultivated in MVcM minimal media containing 10, 15, 30, or 60 mM arabitol. Arabitol was completely consumed in all tested conditions except when 60 mM was used, since about 20 mM remained in the supernatant when growth stopped (Supplementary Figure 1). Although arabitol supported growth of MGA3 as a sole source of carbon and energy, the strain grew at a lower growth rate than with its preferred sugar alcohol substrate mannitol: the growth rate using arabitol was 0.20 ± 0.01 h^-1^ as compared to 0.37 ± 0.01 h^-1^ when mannitol was used (Table 2). Accordingly, the substrate consumption rate was higher for mannitol than for arabitol (7.4 ± 0.5 vs. 5.7 ± 0.1 mmol g CDW^-1^ h^-1^), which was also the case for the biomass yield (0.28 ± 0.01 vs. 0.24 ± 0.01 g CDW g^-1^ or carbon normalized biomass yield 0.70 ± 0.02 vs. 0.60 ± 0.02 g CDW g carbon^-1^) (Table 2). As shown in Figure 2A, a relation between growth rate and substrate concentration according to Monod kinetics indicated that 2.9 ± 0.9 mM arabitol supported growth with a half-maximal growth rate.

**Table 2:** Growth rates, uptake rates, biomass yields, and other characteristics of *B. methanolicus* MGA3 grown on arabitol, mannitol, or a combination of both.

Carbon source(s) (15 mM each)	Growth rate (h^-1^)	Biomass yield (g CDW g^-1^)	Biomass yield (g CDW g carbon^-1^)	Uptake rate (mmol g CDW^-1^ h^-1^)
Arabitol	0.20 ± 0.01	0.24 ± 0.01	0.60 ± 0.02	5.7 ± 0.1
Mannitol	0.37 ± 0.01	0.28 ± 0.01	0.70 ± 0.02	7.4 ± 0.5
Arabitol + mannitol	0.31 ± 0.01	0.28 ± 0.01	0.70 ± 0.03	1.8 ± 0.0 (arabitol); 2.3 ± 0.1 (mannitol)

**FIGURE 2:**
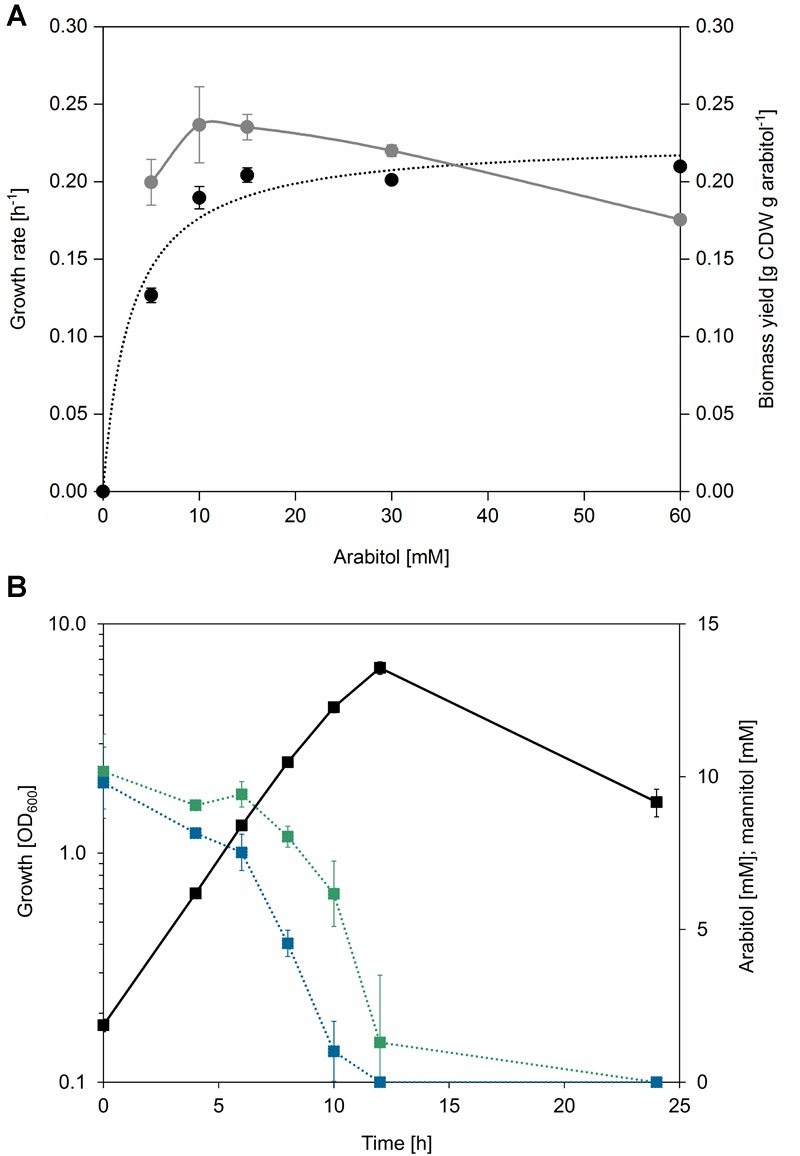
**(A)** Growth rates (black dots) and biomass yields (gray dots) of *B. methanolicus* MGA3 grown in minimal media containing 5, 10, 15, 30, and 60 mM arabitol. Full arabitol consumption was observed for all conditions except when 60 mM was used, in which case 19.1 ± 0.78 mM residual arabitol was detected after growth stopped. A relation between growth rate and substrate concentration was generated with the Michaelis Menten model using the OriginPro software version 2018 (OriginLab Corporation, Northampton, MA, United States). **(B)** Growth (black squares, solid lines) and residual substrate concentration (mannitol: blue squares, dotted lines; arabitol: green squares, dotted lines) of *B. methanolicus* MGA3 in minimal media containing a mixture of 15 mM mannitol and 15 mM arabitol. Mean values and standard deviations of triplicate shake flask cultures are given.

In order to test if arabitol and mannitol are utilized sequentially or simultaneously, growth of MGA3 in minimal media containing a mixture of 15 mM arabitol and 15 mM mannitol was analyzed (Figure 2B). MGA3 did not show biphasic growth in that experiment, and the maximum OD_600_ of 6.34 ± 0.41 was reached. Mannitol was utilized faster than arabitol and co-consumption of both sugar alcohols was observed between 6 and 12 h, at which point the growth stopped and both substrates were fully consumed (Figure 2B). As expected, the uptake rates for mannitol and arabitol during co-consumption (2.3 ± 0.1 and 1.8 ± 0.0 mmol g CDW^-1^ h^-1^, respectively) were lower than when either carbon source was provided as sole substrate (7.4 ± 0.5 and 5.7 ± 0.1 mmol g CDW^-1^ h^-1^, respectively) and the biomass yield using both mannitol and arabitol was the same as when only mannitol was provided to the media (0.28 ± 0.01 g CDW g^-1^) (Table 2).

### Comparative Analysis of Global Gene Expression Profiles of *B. methanolicus* MGA3 During Growth With Arabitol or Mannitol

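*B. methanolicus* MGA3 is a methylotrophic, thermophilic bacterium with a chromosome and the natural plasmids pBM19 and pBM69. For RNA-seq it was grown at 50°C with 15 mM of mannitol or 15 mM of arabitol and harvested at an OD600 of 1.0. RNA from 3 cultures per condition was pooled before the cDNA library was made, so each condition is 1 library and there are no replicates. The authors trimmed the paired-end reads with Trimmomatic, mapped them with Bowtie and tested the genes with DESeq in ReadXplorer. Their deposited tables give, for each gene, the reads divided by the library's DESeq size factor (normalized counts), the ratio of both libraries, a p-value and an adjusted p-value. How DESeq estimated the spread between cultures from 1 library per condition is not given in the sources used here. The chromosome and both plasmids were normalized in 3 separate tables, so ratios and levels are compared only within a table, apart from shares of reads and the choice of the 10 genes of highest mean level, which go across the tables. The tables call the conditions A and B. A is taken as mannitol and B as arabitol, since the ratio of B over A equals the arabitol over mannitol values of Table 3 for its 12 genes and the workbook's title has the same order. The tables also carry GenBank locus tags where the text has RefSeq tags. The tags were paired by gene symbol, product and order in Figure 5A, and those of BMMGA3_RS07355 and BMMGA3_RS07365 by their order alone. The normalized counts are whole multiples of the value of 1 read, 0.927 on mannitol and 1.08 on arabitol for the chromosome, from which whole reads were recovered. Summed over all genes they come to 5683001 reads on mannitol and 4947547 on arabitol, while the paper gives 3163610 and 2684972 mapped reads. The sums also exceed the raw reads that the paper gives, so a raw read as the paper counts it entered more than 1 time on average. Whether both mates of a pair were counted is not given in the sources used here. The counting intervals are too narrow wherever such repeats fell in the same gene. All values use the summed gene reads. From the recovered reads, each gene's log2 ratio was given an exact 95% interval, which covers counting error only and compares the 2 libraries rather than the conditions. A gene is said to have risen or fallen where its ratio was at least 2-fold, its mean at least 30 normalized counts and its interval excluded equality. The p-values printed are the authors'.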

In order to elucidate the genetic background of arabitol utilization, a differential gene expression analysis of *B. methanolicus* MGA3 cultivated with either 15 mM mannitol or 15 mM arabitol as sole carbon source was performed by RNA-seq. Sequencing of the prepared cDNA libraries from RNA isolated under the two chosen conditions resulted in 3,200,444 raw reads for cDNA library of mannitol grown cells and 2,728,707 raw reads for cDNA library of arabitol grown cells. Of these reads, 3,163,610 were mapped onto the genome of *B. methanolicus* MGA3 for the mannitol condition, leading to a coverage of 89.50% for the chromosome and 9.16 and 0.53% for the natural plasmids pBM19 and pBM69, respectively. For the arabitol condition, 2,684,972 reads were mapped onto the genome with an 88.16% coverage for the chromosome, 10.09% for pBM19 and 0.71% for pBM69 (Supplementary Table 2). 

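Genes of the chromosome took 89.7% of the gene reads on mannitol (exact binomial 95% interval 89.7 to 89.8%) and 88.4% on arabitol (88.4 to 88.5%). Genes of pBM19, which carries the methanol dehydrogenase gene *mdh* and ribulose monophosphate cycle genes, took 9.78% on mannitol (9.76 to 9.81%) and 10.8% on arabitol (10.8 to 10.9%). Those of pBM69 took 0.478% (0.472 to 0.484%) and 0.705% (0.698 to 0.713%). The *mdh* gene, whose NAD-dependent enzyme oxidizes methanol to formaldehyde, held 94.3% of the pBM19 reads on mannitol and 95.7% on arabitol. This equals 9.22% and 10.4% of the reads of all genes. On the chromosome, the gene with the highest mean level was BMMGA3_15740, coding for a putative secreted protein, with 3.93% of all gene reads on mannitol and 2.23% on arabitol. Among 62 pBM69 genes with a mean of at least 30 normalized counts, 12 were at least 2-fold higher on arabitol and 8 at least 2-fold lower, relative to the other genes of that plasmid, whose median of 0.03 lies near 0 by construction. Without the 10 genes of highest mean level, ranked across the separately scaled tables and with *mdh* among them, the share of pBM19 was 0.704% on mannitol and 0.570% on arabitol. The intervals cover counting error only, and no replicate shows how far the shares vary between cultures.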

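RNA of *des*, coding for a fatty acid desaturase that introduces double bonds into membrane lipids, fell from 20522 normalized counts on mannitol to 454 on arabitol. Its log2 ratio was -5.50 (95% interval -5.64 to -5.36). The adjacent genes *desK* and *desR*, coding for a sensor kinase and a response regulator, fell with log2 ratios of -4.02 and -3.77. Higher on arabitol was *cutL*, annotated as the large chain of a carbon monoxide dehydrogenase, which rose from 1182 to 13551 normalized counts, a log2 ratio of 3.52 (3.44 to 3.60). Genes near it rose as well, with log2 ratios of 3.36 for BMMGA3_08315 (FAD-binding molybdopterin dehydrogenase), 3.46 for BMMGA3_08300 (YHS domain protein) and 3.36 for *dhaS2* (putative aldehyde dehydrogenase). BMMGA3_07115, coding for a hypothetical protein, rose from 16.7 to 921 normalized counts.
Of 41 genes of motility and chemotaxis, 22 were at least 2-fold lower on arabitol and 0 at least 2-fold higher, with a median log2 ratio of -1.02. A flagellin gene (BMMGA3_14975), which codes for the flagellar filament, fell from 14185 to 1840 normalized counts, and the filament cap gene *fliD* had a log2 ratio of -2.61. BMMGA3_04725, coding for a chemotaxis transducer, fell from 467 to 15.1. Of 15 genes of pyrimidine synthesis, 10 were at least 2-fold lower and 2 higher, with a median of -1.69. The lower ones include *pyrB* (aspartate carbamoyltransferase) at -3.05 and the uracil permease gene *pyrP* at -2.34. The 2 higher ones, named after their values were seen, are *carA* at 1.18 and *carB* at 1.08, which code for the arginine-specific carbamoyl-phosphate synthase. Of 7 arginine synthesis genes, 5 were at least 2-fold higher and 0 lower, with a median of 1.17, among them *argD* at 1.48 and *argJ* at 1.42. Of 70 sporulation genes, 22 were at least 2-fold higher and 0 lower, with a median of 0.51. Of the 70, 47 had log2 ratios above 0 and 23 below. The spore coat genes *cotSA* and *cotI* rose from 5.56 to 94.9 and from 8.35 to 107 normalized counts. They had only 6 and 9 reads on mannitol. With a pseudocount of 10 their log2 ratios of 4.09 and 3.68 became 2.75 and 2.67. Among 10000 random gene lists of the same size and expression level, the medians of motility and pyrimidine synthesis lay at percentile 0, that of arginine synthesis at 99.9 and that of sporulation at 100, which describes these libraries only. The random lists draw genes singly, while neighbours on the chromosome, such as *argJ*, *argB* and *argD*, can vary together. The percentiles can therefore overstate how unusual these lists are. In the authors' deposited table, 1 motility gene (BMMGA3_04725) had an adjusted p of at most 0.01. Of the pyrimidine, arginine and sporulation genes 0 did. As the paper reports slower growth on arabitol than on mannitol, carbon source and growth rate cannot be told apart in these libraries.
In the authors' deposited table, 17 genes have an adjusted p of at most 0.01 and pass the cut-off of 30, with 7 higher and 10 lower on arabitol, all on the chromosome. Of these, 12 lie outside Table 3. The rule of at least 2-fold was met by 581 genes, 317 higher and 264 lower, of which 558 are chromosomal. With upper-quartile scaling it was met by 289 higher and 302 lower, so which direction holds more genes depends on the scaling. In simulated libraries of 3218 genes this rule took 0 of 3018 unchanged genes with counting error alone. It took 68 when the libraries varied with a coefficient of variation of 0.2 and 608 at 0.4. How far real libraries of 3 pooled cultures vary is not known, so a gene past the rule is not shown to differ between conditions. With edgeR's exact test on the recovered reads, 251 genes pass at an assumed coefficient of variation of 0.2 and 16 at 0.4.

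**Figure D1:**
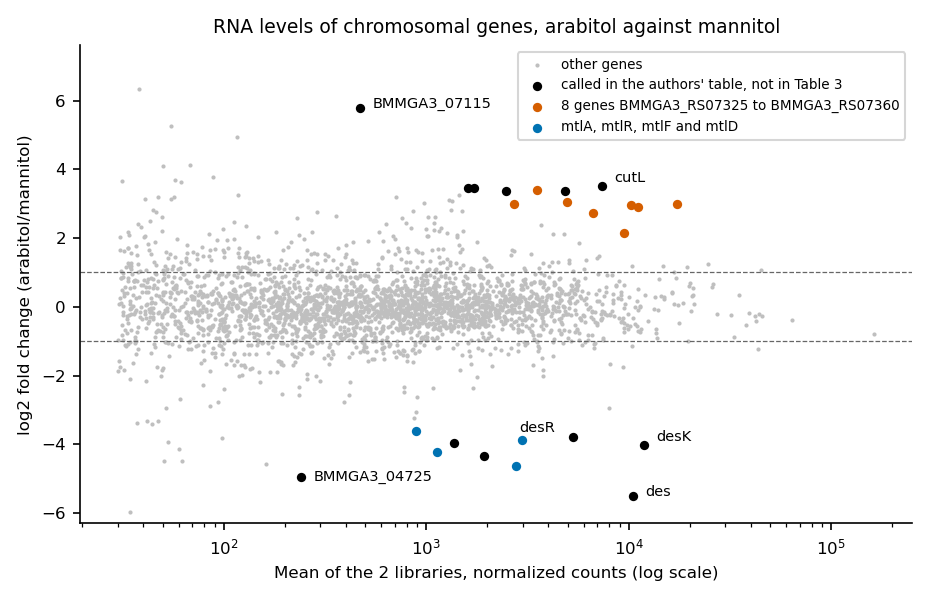
Log2 ratio of arabitol over mannitol (vertical axis) against the mean normalized counts of both libraries (horizontal axis, log scale) for chromosomal genes, 1 point per gene. Dashed lines mark 2-fold, black points the 12 genes with a deposited adjusted p of at most 0.01 that are not in Table 3, orange points the 8 genes BMMGA3_RS07325 to BMMGA3_RS07360 and blue points the mannitol genes *mtlA*, *mtlR*, *mtlF* and *mtlD*, and *des* lies lowest of the black points at -5.50.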

During growth on arabitol, 48 genes showed significantly higher and 24 genes significantly lower RNA levels than during growth with mannitol (Supplementary Table 3). Of those, four genes involved in mannitol uptake and catabolism (Heggeset et al., 2012; Irla et al., 2016) and eight genes putatively involved in arabitol metabolism were selected and are shown in Table 3. 

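The genes *mtlA*, *mtlR*, *mtlF* and *mtlD* lie one after another on the forward strand of the chromosome, from position 189151 to 194572 of the GenBank assembly that the files use. Each of the 4 fell on arabitol. *mtlA*, coding for the mannitol-specific IICB component of the phosphotransferase system (PTS) that takes up and phosphorylates mannitol, was at 2155 normalized counts on mannitol and 115 on arabitol. This is a log2 ratio of -4.22 (-4.52 to -3.94). *mtlR*, the gene of the transcriptional regulator, was at 5302 and 216, a log2 ratio of -4.62 (-4.83 to -4.42). *mtlF*, coding for the IIA component, was at 1642 and 134, a log2 ratio of -3.62 (-3.89 to -3.35). *mtlD*, coding for mannitol-1-phosphate 5-dehydrogenase, which forms fructose-6-phosphate, was at 5570 and 382, a log2 ratio of -3.87 (-4.03 to -3.71). Their median was -4.05 (-4.20 to -3.89), at percentile 0 of matched random lists. The study selected these genes on the same libraries, so this median is not independent evidence of their direction. Among 2784 chromosomal genes with a mean of at least 30, *mtlR* has the log2 ratio ranked 4 from the lowest, *mtlA* 9, *mtlD* 14 and *mtlF* 17. The authors' deposited table gives adjusted p-values of 0.000105 for *mtlR*, 0.000904 for *mtlA*, 0.00156 for *mtlD* and 0.00686 for *mtlF*.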

As expected, genes coding for proteins related to mannitol metabolism showed higher RNA levels during growth on mannitol as compared to growth on arabitol. On the other hand, a gene cluster including genes BMMGA3_RS07325 to BMMGA3_RS07360 showed higher RNA levels during growth on arabitol as compared to mannitol-based growth (Table 3). 

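All 8 genes of the cluster rose on arabitol. BMMGA3_RS07325, coding for a BglG family transcriptional antiterminator, went from 3889 normalized counts on mannitol to 30842 on arabitol, a log2 ratio of 2.99 (2.94 to 3.03). The genes of the putative PTS rose as well, *atlA* (BMMGA3_RS07330, IIA component) from 1067 to 8878, *atlB* (BMMGA3_RS07335, IIB) from 606 to 6418 and *atlC* (BMMGA3_RS07340, IIC) from 1730 to 11509. Their log2 ratios were 3.06 (2.97 to 3.15), 3.41 (3.29 to 3.52) and 2.73 (2.66 to 2.81). *atlD* (BMMGA3_RS07345), annotated as a sorbitol dehydrogenase gene, rose from 2614 to 19502, a log2 ratio of 2.90 (2.84 to 2.96). BMMGA3_RS07350 (hypothetical protein) and BMMGA3_RS07355 (alcohol dehydrogenase) had log2 ratios of 3.00 and 2.97. BMMGA3_RS07360, annotated as a methylthioribose-1-phosphate isomerase gene of methionine salvage, had the smallest ratio of the 8, at 2.15 (2.10 to 2.21). The median of the cluster was 2.98 (2.93 to 3.01), at percentile 100 of matched random lists, and as the study chose these genes on the same libraries it is not independent evidence. By rank of the log2 ratio from the highest, *atlB* was 14 and BMMGA3_RS07360 was 66, with the other genes of the cluster between them. In the authors' deposited table the adjusted p is 0.00686 for *atlB*, from 0.0200 (*atlA*) to 0.0468 (*atlC*) for 6 others and 0.277 for BMMGA3_RS07360.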

The cluster comprises four genes annotated as coding for a PTS for galactitol uptake (BMMGA3_RS07330, BMMGA3_RS07335 and BMMGA3_RS07340) and a sorbitol dehydrogenase gene (BMMGA3_RS07345). However, neither galactitol nor sorbitol supported growth of *B. methanolicus* MGA3 (data not shown). Therefore, it was concluded that these genes may, in fact, be involved in arabitol metabolism.

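Other sugar transport genes differed less between the libraries. The fructose PTS gene *fruA* rose from 173 normalized counts on mannitol to 370 on arabitol, a log2 ratio of 1.10 (0.84 to 1.37). *ptsG*, the glucose PTS gene, had a log2 ratio of 0.48 (0.14 to 0.81), and BMMGA3_09405, annotated in the same list of 3 further sugar PTS genes, had 0.32. Their median of 0.48 lay at percentile 84.4 of random lists. Of 5 genes of the general PTS, which passes phosphate to all sugar-specific components, the HPr gene BMMGA3_05140 fell from 1299 to 534, a log2 ratio of -1.28, and the other 4 stayed under 2-fold, with a list median of -0.30 (percentile 15.4). *rbsK*, coding for ribokinase and the 1 gene matched in the list of pentose and polyol catabolism, had a log2 ratio of 0.30 (percentile 73.1). *fruA* and BMMGA3_05140 are named because they alone passed 2-fold in their lists. From the higher RNA levels of the BMMGA3_RS07325 to BMMGA3_RS07360 cluster on arabitol, its annotation for galactitol uptake and sorbitol dehydrogenation, and the lack of growth on galactitol and sorbitol, the paper concludes that these genes may be involved in arabitol metabolism.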

**Table 3:** Key genes of mannitol and arabitol metabolism with altered expression in *B. methanolicus* MGA3 cultivated with arabitol in comparison to mannitol as sole carbon source.

Locus tag	Gene	Annotation	Log2 fold change of relative RNA levels (arabitol/ mannitol)^a^
BMMGA3_RS01065	*mtlA*^b^	PTS system mannitol-specific EIICB component^b^	-4.22
BMMGA3_RS01070	*mtlR*^b^	Transcriptional regulator MtlR^b^	-4.62
BMMGA3_RS01075	*mtlF*^b^	Mannitol-specific phosphotransferase enzyme IIA component^b^	-3.62
BMMGA3_RS01080	*mtlD*^b^	Mannitol-1-phosphate 5-dehydrogenase^b^	-3.87
BMMGA3_RS07325		Transcriptional antiterminator BglG	2.99
BMMGA3_RS07330	*atlA*^c^	IIA arabitol PTS component^c^	3.06
BMMGA3_RS07335	*atlB*^c^	IIB arabitol PTS component^c^	3.41
BMMGA3_RS07340	*atlC*^c^	IIC arabitol PTS component^c^	2.73
BMMGA3_RS07345	*atlD*^c^	Arabitol phosphate dehydrogenase^c^	2.90
BMMGA3_RS07350		Hypothetical protein	3.00
BMMGA3_RS07355		Galactitol-1-phosphate 5-dehydrogenase	2.97
BMMGA3_RS07360		*S*-methyl-5-thioribose-1-phosphate isomerase	2.15

*^*a*^Cut-off values set to a change in expression level higher than 30; *P* ≤ 0.01, determined by Student’s *t*-test. *^*b*^*Annotation according to Irla et al. (2016). ^*c*^Annotation according to this work’s findings.*

To validate the RNA-seq results, qRT-PCR experiments were performed. As shown in Figure 3A, the expression levels of the targeted genes detected by qRT-PCR were in accordance with the gene expression patterns obtained by RNA-seq analysis (Table 3). Additionally, RNA levels of *mtlD, mtlR, atlC*, and *atlD* were determined by qRT-PCR during growth on the mixture of mannitol and arabitol as combined carbon sources. Differential expression was observed for genes *mtlD* and *atlD*, which code for catabolic enzymes, whereas RNA levels of the regulatory gene *mtlR* and the transport gene *atlC* did not change significantly (Figure 3B).

**FIGURE 3:**
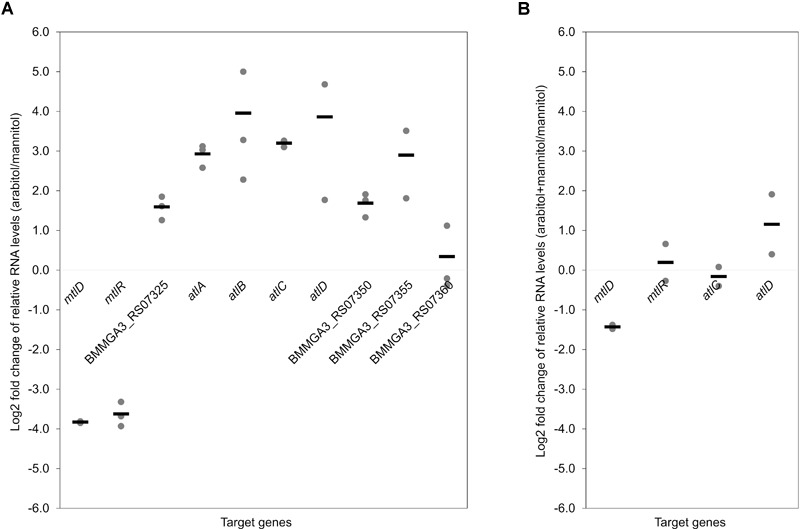
Dot plot graph depicts relative gene expression levels (shown in Log2 fold change) obtained in qRT-PCR of *B. methanolicus* MGA3 grown on arabitol in comparison to mannitol **(A)** and on a mixture of arabitol and mannitol in comparison to mannitol **(B)**. Graph represents individual data points and means as a bar.

### Complementation of the Arabitol-Negative *C. glutamicum* Mutant Δ*mtlD* by Heterologous Expression of *B. methanolicus* MGA3 *atlABCD* or *atlD*

In order to verify the hypothesis that the *atlABCD* genes code for a PTS and an arabitol phosphate dehydrogenase and support arabitol catabolism, the arabitol-negative *C. glutamicum* Δ*mtlD* mutant (Laslo et al., 2012) was used for genetic complementation experiments. This experiment could not have been performed with an arabitol-negative *B. methanolicus* because gene deletion studies are currently not possible in this bacterium. *C. glutamicum* Δ*mtlD* is unable to grow with arabitol as sole carbon source (Laslo et al., 2012). Therefore, *atlABCD* genes from MGA3 were cloned into *C. glutamicum* expression vector pVWEx1, and the resulting vector pVWEx1-*atlABCD* was used to transform *C. glutamicum* Δ*mtlD* with the aim of restoring growth on arabitol. While the Δ*mtlD* mutant transformed with pVWEx1 empty vector was unable to grow on arabitol, heterologous expression of *B. methanolicus* MGA3-derived *atlABCD* genes from vector pVWEx1 allowed for growth with arabitol as sole carbon source and led to complete arabitol consumption (Figure 4A). However, since *C. glutamicum* Δ*mtlD* still possesses the arabitol transporter *rbtT* (Laslo et al., 2012), the possibility that the strain could still import arabitol via the native permease and that AtlD would subsequently take over its oxidation to xylulose could not be excluded. Therefore, we performed a complementation experiment in *C. glutamicum* Δ*mtlD* heterologously expressing the *B. methanolicus atlD* gene alone. Indeed, *atlD* could complement the deficiency of the Δ*mtlD* strain as efficiently as when the four *atlABCD* genes were heterologously expressed (Figure 4B and Supplementary Table 4). As expected, growth of *C. glutamicum* wild type (WT) with pVWEx1 empty vector on arabitol (Figure 4) and growth of *C. glutamicum* Δ*mtlD* on glucose was unaffected (Supplementary Figure 2). Thus, the *atlD* gene was shown to be sufficient to restore growth on arabitol of the arabitol-negative *C. glutamicum* Δ*mtlD* strain and provided evidence that *atlD* functions in arabitol utilization in *B. methanolicus* MGA3. Although the functionality of the *atlABC* genes could not be shown, their genetic organization and proximity to *atlD* in addition to the results obtained from the differential gene expression analysis strongly support their involvement in arabitol uptake, hence the genes were re-annotated to *atlABCD* (Table 3).

**FIGURE 4:**
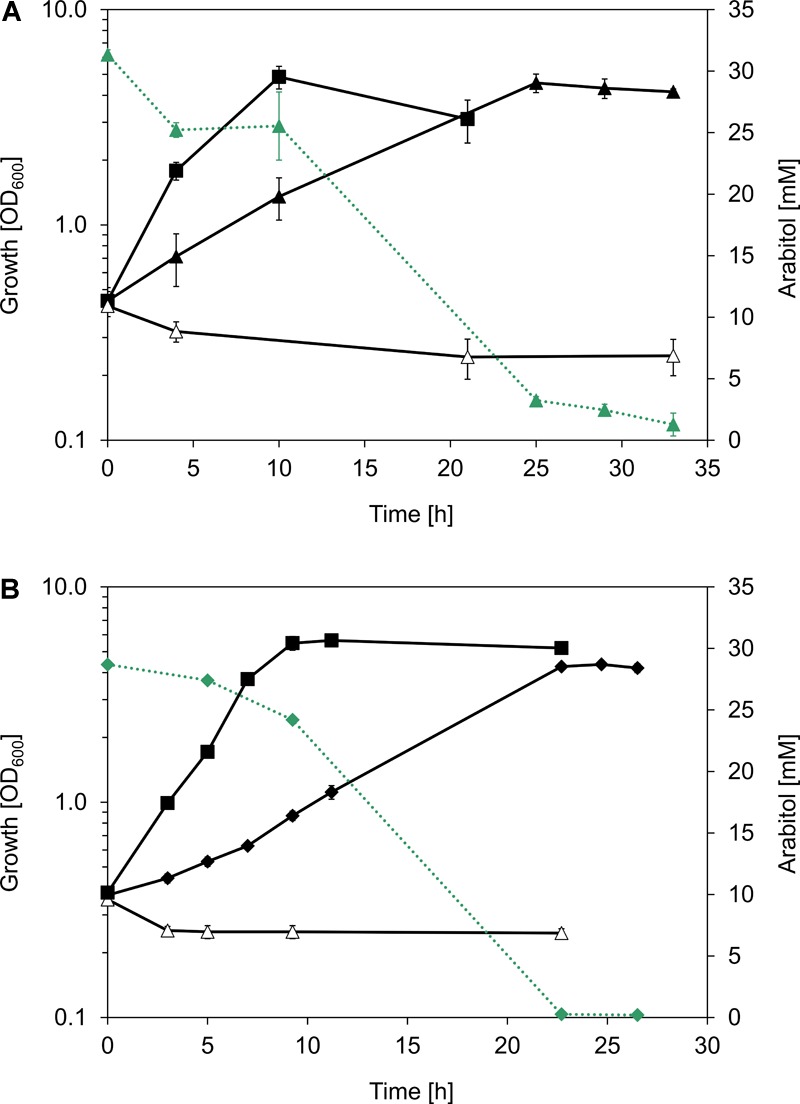
*B. methanolicus* MGA3 arabitol pathway genes complement an arabitol-negative *C. glutamicum* strain. **(A)** Growth (black, solid lines) of *C. glutamicum* strains WT(pVWEx1) (full squares), Δ*mtlD*(pVWEx1) (empty triangles), and Δ*mtlD*(pVWEx1-*atlABCD*) expressing *atlABCD* genes from *B. methanolicus* MGA3 under IPTG induction (full triangles) in minimal media containing 30 mM arabitol. **(B)** Growth (black, solid lines) of *C. glutamicum* strains WT(pVWEx1) (full squares), Δ*mtlD*(pVWEx1) (empty triangles) and Δ*mtlD*(pVWEx1-*atlD*) expressing the *atlD* gene from *B. methanolicus* MGA3 under IPTG induction (full diamonds) in minimal media containing 30 mM arabitol. Arabitol consumption (green, dotted lines) is depicted for *C. glutamicum* Δ*mtlD*(pVWEx1-*atlABCD*) and *C. glutamicum* Δ*mtlD*(pVWEx1-*atlD*). Mean values and standard deviations of triplicate shake flask cultures are given.

In an additional experiment, the *C. glutamicum* Δ*mtlD* mutant strain was complemented with the *atlABCD* and the two consecutive BMMGA3_RS07350 and BMMGA3_RS07355 genes. BMMGA3_RS07350 codes for a hypothetical protein and BMMGA3_RS07355 is annotated as coding for a galactitol-1-phosphate 5-dehydrogenase. However, growth and uptake rates weren’t significantly different than when only *atlD* or *atlABCD* from *B. methanolicus* MGA3 were used for complementation (Supplementary Table 4).

### Transcriptional Organization of the Arabitol Operon

The *atlABCD* genes are clustered on the *B. methanolicus* genome and are arranged in the same transcriptional orientation as several neighboring genes (Figure 5A). 

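The genes of the arabitol cluster lie on the forward strand of the chromosome. The antiterminator gene BMMGA3_RS07325 spans positions 1499162 to 1501228, *atlA* 1501250 to 1501717, *atlB* 1501733 to 1502017, *atlC* 1502102 to 1503364 and *atlD* 1503399 to 1504430. They are followed by BMMGA3_RS07350 (1504519 to 1504731), BMMGA3_RS07355 (1504753 to 1505805) and BMMGA3_RS07360 (1506113 to 1507159). Gaps of 15 to 88 bases separate the coding regions from BMMGA3_RS07325 to BMMGA3_RS07355, and 307 bases lie between BMMGA3_RS07355 and BMMGA3_RS07360. Upstream, 308 bases separate BMMGA3_RS07325 from *thiM2*, a hydroxyethylthiazole kinase gene of thiamine metabolism, which had 266 normalized counts on mannitol and 239 on arabitol, a log2 ratio of -0.15. Per kilobase of coding region on arabitol, *thiM2* had 251 normalized counts, BMMGA3_RS07325 14921, *atlA* 18971, *atlB* 22519, *atlC* 9113 and *atlD* 18897. The authors' deposited table lists BMMGA3_RS07325 to *atlB*, *atlC* with *atlD*, and BMMGA3_RS07350 with BMMGA3_RS07355 as operons of 3, 2 and 2 genes.

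**Figure D2:**
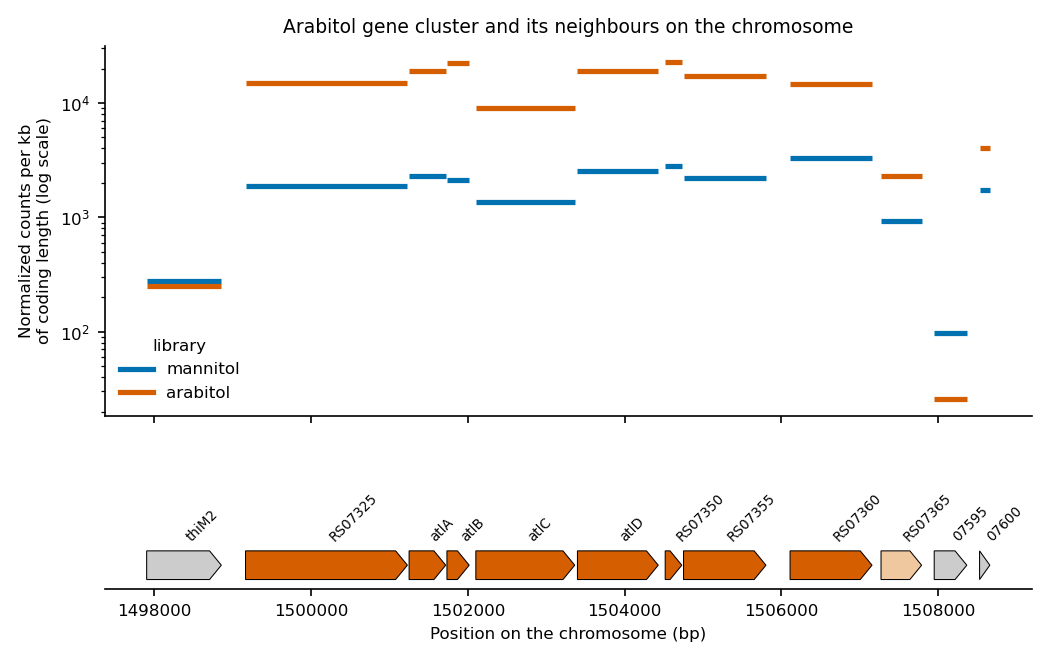
Normalized counts per kilobase of coding length (vertical axis, log scale) on mannitol and on arabitol for each gene from *thiM2* to BMMGA3_07600 along the chromosome (horizontal axis, position), with arrows for the genes and their direction (orange, the 8 genes of Table 3; light orange, BMMGA3_RS07365; grey, other genes). The levels on arabitol lie above those on mannitol from BMMGA3_RS07325 to BMMGA3_RS07365, while *thiM2* is at 279 on mannitol and 251 on arabitol.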

Previous transcription analyses indicated that genes BMMGA3_RS07325 to BMMGA3_RS07355 might be organized in an operon (Irla et al., 2015). In addition to the previously described genes showing higher RNA levels during growth on arabitol in comparison to mannitol (Table 3), our RNA-seq data suggested that BMMGA3_RS07365 might also be co-transcribed with the preceding genes based on reads spanning two genes. 

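BMMGA3_RS07365, annotated as coding for a protein of the AhpC/TSA peroxidase family, spans positions 1507274 to 1507792 on the same strand as BMMGA3_RS07360 and starts 114 bases after its end. On arabitol BMMGA3_RS07360 had 14775 normalized counts per kilobase of coding region and BMMGA3_RS07365 had 2277. On mannitol the levels were 3323 and 927. The level per kilobase was lower in BMMGA3_RS07365 than in BMMGA3_RS07360 in both libraries. The next gene, BMMGA3_07595 (hypothetical protein), begins 160 bases further on and had 44 reads on mannitol and 10 on arabitol, a log2 ratio of -1.92. The hypothetical genes after it, BMMGA3_07600 and BMMGA3_07605, had log2 ratios of 1.23 and 1.26. The operon notes in the authors' deposited table name neither BMMGA3_RS07360 nor BMMGA3_RS07365. Reads that span a pair of genes were not analysed here, since the tables give reads per gene.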

For independent confirmation of that assumption, RT-PCR experiments were performed. RNA obtained during growth on arabitol was reverse transcribed with primer RT03 annealing downstream of BMMGA3_RS07365 and used as template for PCRs with primer pairs spanning the gene borders (Figure 5B). The observed amplification products indicated that indeed genes BMMGA3_RS07325 to BMMGA3_RS07365 are co-transcribed as an operon (Figure 5C). As positive control, *B. methanolicus* MGA3 genomic DNA was used as template (Figure 5D). The absence of contaminations of the RNA preparation with genomic DNA was confirmed in PCRs using RNA as template (Figure 5E). Thus, genes *atlA, atlB, atlC*, and *atlD* are part of a larger operon that ranges from BMMGA3_RS07325 to BMMGA3_RS07365.

**FIGURE 5:**
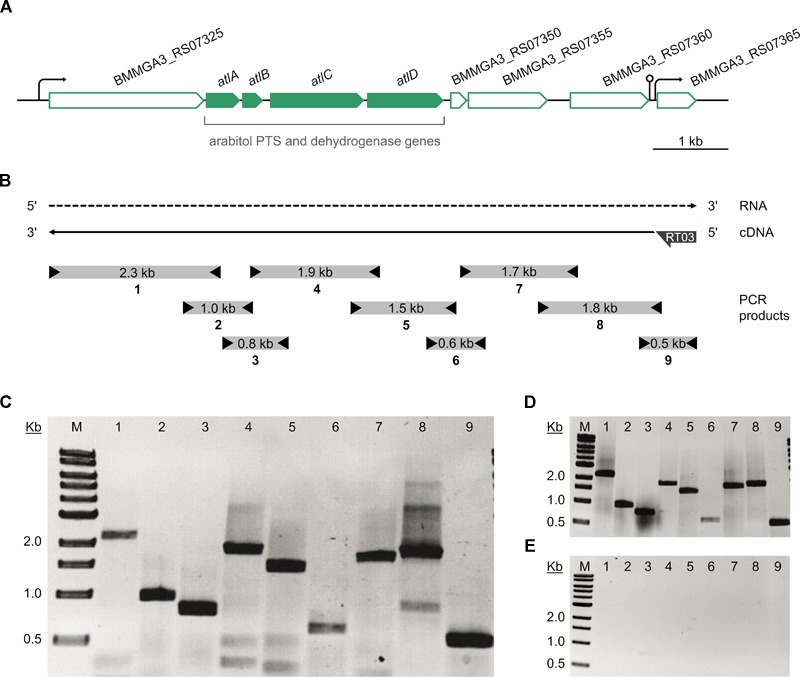
Transcriptional organization of the arabitol operon. **(A)** Genetic organization of the arabitol operon in *B. methanolicus* MGA3. Arrows represent the length and direction of the coding regions. **(B)** Representation of the RT-PCR analysis of the operon structure. The dashed arrow depicts the RNA transcript, the solid arrow depicts the cDNA generated by reverse transcription and subsequently used as template for PCR. Boxes with arrowheads depict the location and size of amplified PCR products (1–9) using primer pairs that spanned gene borders and the arrow at the cDNA 5′ end depicts the location of the gene specific primer RT03 hybridizing with BMMGA3_RS07365. **(C)** Agarose gel electrophoresis of the amplified PCR products using the RT-generated cDNA as template. **(D)** Agarose gel electrophoresis of the amplified PCR products using *B. methanolicus* MGA3 genomic DNA template as positive control. **(E)** Agarose gel electrophoresis of the amplified PCR products using no-RT (RNA) template as negative control. Lane M: 0.5–10 kb DNA ladder (NEB). Lanes 1 to 9: PCR products (1: 2,273 bp; 2: 958 bp; 3: 792 bp; 4: 1,858 bp; 5: 1,466 bp; 6: 629 bp; 7: 1,708 bp; 8: 1,794 bp; 9: 554 bp).

### Arabitol Phosphate Dehydrogenase Activity of *B. methanolicus* MGA3 Crude Extracts

In order to confirm whether *B. methanolicus* MGA3 possesses an arabitol phosphate dehydrogenase and to assay if its activity is increased during growth with arabitol, crude extracts of MGA3 cells grown on arabitol, mannitol or methanol were prepared and arabitol phosphate dehydrogenase activities were determined. The enzyme assays were carried as described by Povelainen et al. (2003) with xylulose 5-phosphate as substrate. Since arabitol 1-phosphate and arabitol 5-phosphate were not available, arabitol phosphate oxidation could not be assayed. Instead, reduction of xylulose 5-phosphate was assayed and arabitol phosphate dehydrogenase activity was shown in *B. methanolicus* crude extracts. As expected, the highest enzyme activity (0.05 ± 0.01 U mg^-1^) was detected in extracts of cells grown on arabitol (Table 4). Surprisingly, mannitol grown cells showed, albeit reduced, arabitol phosphate dehydrogenase activity (0.02 ± 0.00 U mg^-1^), while methanol grown cells lacked detectable arabitol phosphate dehydrogenase activity (Table 4). Using the crude extracts prepared from arabitol grown cells, the *K*_M_ value for the substrate xylulose 5-phosphate was determined to be 0.03 ± 0.02 mM. Although this is a rough estimate obtained with crude extracts rather than with the purified enzyme, the sub-millimolar *K*_M_ value indicates high affinity of the arabitol phosphate dehydrogenase from *B. methanolicus* for the substrate xylulose 5-phosphate and is in line with the arabitol concentration supporting half-maximal growth (*K*_S_ of 1.2 ± 0.3 mM).

**Table 4:** Specific activities of arabitol phosphate dehydrogenase in cell extracts of *B. methanolicus* MGA3 grown in minimal medium containing different carbon sources.

Carbon source	Mean specific activity (U mg^-1^)
Arabitol	0.05 ± 0.01
Mannitol	0.02 ± 0.00
Methanol	<0.01

## Discussion

Growth of *B. methanolicus* MGA3 on the sugar alcohol D-arabitol is characterized for the first time. Based on an RNA-seq analysis of global gene expression during growth on this sugar alcohol, genetic and biochemical investigation of a role of *atlABCD* encoding a PTS and arabitol phosphate dehydrogenase in uptake and activation of arabitol is demonstrated. Figure 6 depicts the proposed pathway for arabitol uptake and catabolism next to the known pathways for methanol, mannitol and glucose utilization operating in *B. methanolicus* MGA3.

**FIGURE 6:**
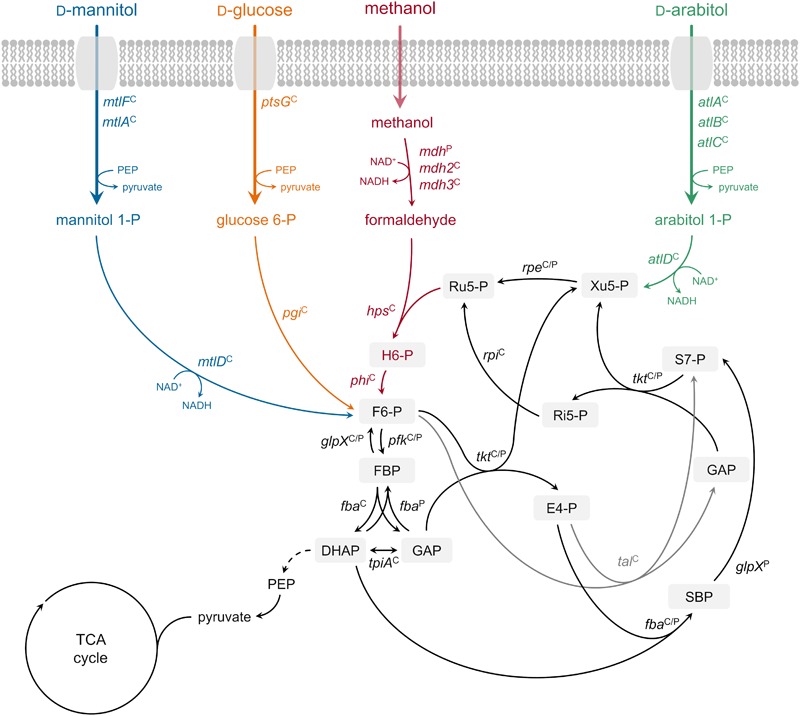
Ribulose monophosphate cycle and proposed methylotrophic and carbohydrate assimilation pathways in *B. methanolicus* MGA3. Genes: *mdh*, methanol dehydrogenase (EC 1.1.1.244); *hps*, 3-hexulose-6-phosphate synthase (EC 4.1.2.43); *phi*, 6-phospho-3-hexuloisomerase (EC 5.3.1.27); *pfk*, 6-phosphofructokinase, (EC 2.7.1.11); *fba*, fructose-bisphosphate aldolase (EC 4.1.2.13); *tkt*, transketolase (EC 2.2.1.1); *glpX*, fructose-bisphosphatase (EC 3.1.3.1); *tal*, transaldolase (EC 2.2.1.2); *rpe*, ribulosephosphate 3-epimerase (EC 5.1.3.1); *rpi*, ribose-5-phosphate isomerase (EC 5.3.1.6); *tpiA*, triosephosphate isomerase (EC 5.3.1.1); *ptsG*, PTS-glucose-specific transporter subunit IICBA (EC 2.7.1.69) *pgi*, glucose-6-phosphate isomerase (EC 5.3.1.9); *mtlF*, mannitol-specific phosphotransferase enzyme IIA component (EC 2.7.1.69); *mtlA*, PTS system mannitol-specific enzyme IIBC component (EC 2.7.1.69); *mtlD*, mannitol-1-phosphate 5-dehydrogenase (EC 1.1.1.17); *atlA*, IIA arabitol PTS component; *atlB*, IIB arabitol PTS component; *atlC*, IIC arabitol PTS component; *atlD*, arabitol phosphate dehydrogenase. Metabolites: H6-P, 3-hexulose 6-phosphate; F6-P, fructose 6-phosphate; FBP, fructose 1,6-bisphosphate; GAP, glyceraldehyde 3-phosphate; DHAP, dihydroxyacetone phosphate; E4-P, erythrose 4-phosphate; SBP, sedoheptulose 1,7-bisphosphate; S7-P, sedoheptulose 7-phosphate; Ri5-P, ribose 5-phosphate; Xu5-P, xylulose 5-phosphate; Ru5-P, ribulose 5-phosphate; PEP, phosphoenolpyruvate; TCA tricarboxylic acid. Superscript “C”: chromosomally encoded; superscript “P”: natural plasmid pBM19 encoded. Phosphoenolpyruvate–protein phosphotransferase [enzyme EI (EC 2.7.3.9)] and phosphocarrier protein (HPr) are not depicted.

The finding that *B. methanolicus* MGA3 is able to catabolize low arabitol concentrations effectively (*K*_S_ value of about 3 mM) is in line with our prediction that arabitol is taken up by the cells via arabitol PTS encoded by arabitol inducible genes *atlABC*. High substrate affinity has been reported in several organisms in relation to PTS-mediated uptake (Nothaft et al., 2003; Lindner et al., 2011; Opačić et al., 2012), as is also the case for mannitol in *B. methanolicus*: the *K*_S_ value for mannitol was determined to be 0.2 ± 0.1 mM with genes *mtlF, mtlA*, and *mtlD* known to code for a mannitol-specific PTS enzyme IIA component, a mannitol-specific PTS enzyme IIBC component and a mannitol-1-phosphate 5-dehydrogenase, respectively (Heggeset et al., 2012; Irla et al., 2016). However, the observed growth rates and substrate uptake rates were higher for mannitol than for arabitol, and the biomass yield for the C5 sugar alcohol arabitol was lower than for the C6 sugar alcohol mannitol (Table 2). Methanol allows growth rate and biomass yield similar to those observed for mannitol-based growth (Jakobsen et al., 2006; Nilasari et al., 2012). Thus, if a mixture of methanol, mannitol and arabitol is present in the natural habitat, arabitol is expected to contribute to growth of *B. methanolicus* albeit slower and less efficient as compared to methanol and mannitol. This is likely even more pronounced if high arabitol concentrations are encountered in its ecological niche, since *B. methanolicus* cannot utilize arabitol efficiently at concentrations exceeding 30 mM, as biomass yields with 60 mM arabitol, for example, were only moderately higher than with 30 mM and residual arabitol was observed when growth stopped (Supplementary Figure 1).

Co-consumption of arabitol with mannitol and monophasic growth were observed with an equimolar mixture of both sugar alcohols as combined carbon source (Table 2). Monophasic growth with simultaneous substrate consumption has been previously reported for e.g., *C. glutamicum* in a mixture of glucose and pyruvate (Cocaign et al., 1993), glucose and fructose (Dominguez et al., 1997) or glucose and acetate (Wendisch et al., 2000), *Mycobacterium tuberculosis* in a mixture of glucose, acetate, and/or glycerol (de Carvalho et al., 2010) and *Bacillus subtilis* in a mixture of glucose and malate (Kleijn et al., 2010), although consumption of single carbon substrates in a preferred order displaying diauxic growth, consequence of catabolite repression, is a more widespread mechanism in most bacteria (Kovárová-Kovar and Egli, 1998). The fact that both arabitol and mannitol uptake rates were more than three-fold lower during growth with the mixture than with either sugar alcohol alone (Table 2) indicated regulation of carbon source utilization. This assumption is confirmed by our qRT-PCR analysis (Figure 3B) where *mtlD* transcript levels are lower in the cells cultivated on mixture of arabitol and mannitol in comparison to mannitol only. Inhibition of glucose uptake during growth on glucose in the presence of arabitol was previously reported by Laslo et al. (2012) both for the wild type and the *C. glutamicum* Δ*mtlD* mutant strain. Co-consumption of glucose and xylose led, too, to lower consumption rates for glucose in the *E. coli* Δ*ptsG* mutant (Matsuoka and Shimizu, 2013), while glucose was shown to inhibit pentose uptake in *Saccharomyces cerevisiae* (Subtil and Boles, 2012).

Differential gene expression analysis of *B. methanolicus* MGA3 grown on arabitol as compared to mannitol detected higher RNA levels for *mtlA, mtlR, mtlF*, and *mtlD* in mannitol-grown cells (Table 3) as expected (Heggeset et al., 2012; Müller et al., 2014; Irla et al., 2016). The higher RNA levels observed for the putative arabitol PTS genes *atlA, atlB*, and *atlC* as well as arabitol phosphate dehydrogenase gene *atlD* during growth on arabitol compared to growth with mannitol might be due to arabitol induction or lack of mannitol repression. In *C. glutamicum*, arabitol induces expression of *rbtT, mtlD, sixA, xylB* and *atlR* and glucose represses expression of *mtlD* (Laslo et al., 2012). In *B. methanolicus*, RNA levels for *atlD* were higher while lower for *mtlD* during growth with both carbon sources as compared to growth with mannitol alone (Figure 3B). By contrast, the RNA levels of both *mtlR* and *atlC* were comparable under both conditions. This may indicate arabitol repression of *mtlR* and mannitol repression of *atlC* in the arabitol/mannitol mixture condition. Moreover, this observation is in line with the finding that both carbon sources are utilized faster when present alone as compared to growth with a mixture of mannitol and arabitol (Table 2). Contrarily, in *Pseudomonas fluorescens* DSM 50106 mannitol, arabitol and glucitol are inducers for transcription of *mtl* operon coding for proteins involved in transport and utilization of those sugar alcohols and the gene expression is regulated by the transcriptional regulator MtlR (Hoffmann and Altenbuchner, 2015).

Here, the physiological role of the *altABCD* genes in the utilization of arabitol by *B. methanolicus* was analyzed via complementation studies. Growth with arabitol of the arabitol growth-deficient *C. glutamicum* Δ*mtlD* strain was restored by heterologous expression of *atlABCD* as well as *atlD* from *B. methanolicus*. However, involvement of *atlABC* in arabitol uptake in *B. methanolicus* could not be confirmed via complementation experiments: the phenotypes of *C. glutamicum* Δ*mtlD*(pVWEx1-*atlABCD*) and *C. glutamicum* Δ*mtlD*(pVWEx1-*atlD*) did not show significant differences (Figure 4 and Supplementary Table 4). The fact that the *atlABC* genes were not required for arabitol uptake in the Δ*mtlD* mutant was additionally supported by the displayed substrate affinity: the arabitol affinity of the PTS in *B. methanolicus* was estimated at the level of 2.9 ± 0.9 mM, whereas the arabitol *K*_S_ for *C. glutamicum* Δ*mtlD*(pVWEx1-*atlABCD*) was almost ten-fold higher, namely 9.4 ± 0.3 mM (Supplementary Figure 3A). This result is similar to arabitol *K*_S_ in *C. glutamicum* WT(pVWEx1) of 8.3 ± 2.0 mM (Supplementary Figure 3B) or wild type *C. glutamicum* 7.91 ± 0.52 mM (Laslo et al., 2012). The difference of *K*_S_ of *B. methanolicus*-derived PTS system in the genetic background of *B. methanolicus* and *C. glutamicum* Δ*mtlD* might be due to the presence of the native arabitol permease *rbtT* in the latter. The observation that only *atlD* was necessary to complement the *C. glutamicum* Δ*mtlD* deficiency implies that either AtlD has arabitol dehydrogenase activity besides the here determined arabitol phosphate dehydrogenase activity (Table 4) or that *C. glutamicum* can import arabitol via an additional uptake route, which would be supported by the fact that *C. glutamicum* Δ*rbtT*, although poorly, can still grow on arabitol (Laslo et al., 2012). Despite the fact that the *atlABC* genes were not found necessary to complement *C. glutamicum* Δ*mtlD*, their participation in arabitol uptake in *B. methanolicus* cannot be excluded. As seen from the differential gene expression analysis, *atlABCD* were clearly up-regulated under arabitol conditions (Table 3). Moreover, transcriptional organization experiments revealed that said genes are part of the same operon and the genetic organization is in accordance to previously reported arabitol PTS and dehydrogenase genes (Povelainen et al., 2003; Kentache et al., 2016). BLASTp analyses recognized AtlABC as part of the multienzyme PTS complex involved in the transport and phosphorylation of carbohydrates. The PTS phosphorylation cascade involves the general PTS components phosphoenolpyruvate–protein phosphotransferase enzyme I (EI) and phosphocarrier protein (HPr), and the carbohydrate-specific permease enzyme II, consisting of two cytoplasmic domains (IIA and IIB) and a transmembrane channel domain (IIC, with or without IID depending on the system) (Saier, 2015; Kentache et al., 2016). Homology comparisons identified AtlA as PTS sugar transporter subunit IIA inside the family of fructose/mannitol specific IIA subunit enzymes (cd00211), AtlB as subunit IIB of enzyme II of the galactitol-specific PTS (cd05566) and AtlC as PTS galactitol-specific IIC component (COG3775). EI autophosphorylates using phosphoenolpyruvate (PEP) as phosphoryl donor, which in turn transfers the phosphoryl group to HPr (Saier, 2015; Kentache et al., 2016). Following this, we propose that HPr phosphorylates arabitol-specific EIIA AtlA, which subsequently transfers the phosphoryl group to EIIB component AtlB and, in the last step, donates its phosphoryl group to arabitol bound to EIIC transmembrane domain AtlC, releasing arabitol-phosphate into the cytoplasm. Sequence comparison of characterized transmembrane permease IIC for the arabitol AltC from *L. monocytogenes* (Saklani-Jusforgues et al., 2001) with *B. methanolicus* AtlC showed identity at the level of 56%.

Furthermore, the comparison of the sequence of the putative arabitol phosphate dehydrogenase encoded by *altD* gene with an amino acid sequence of characterized arabitol 1-phosphate dehydrogenase from *E. avium* (Povelainen et al., 2003) showed 51% identity between these proteins. Arabitol phosphate dehydrogenase (AtlD) activities were tested in crude extracts of MGA3 cells grown on arabitol, mannitol or methanol (Table 4). The results confirm that *B. methanolicus* MGA3 indeed possesses an arabitol phosphate dehydrogenase with increased activity during growth with arabitol, which is in accordance with the differential gene expression and the qRT-PCR analyses comparing arabitol- to mannitol-based growth (Table 3 and Figure 3). Additionally, the *K*_M_ value for xylulose 5-phosphate was determined to be 0.03 ± 0.02 mM using crude extracts from cells grown on arabitol, which shows high substrate affinity (Supplementary Figure 4). Despite the fact that the reaction was not assayed in the physiological direction (i.e., oxidation of arabitol 1-phosphate or arabitol 5-phosphate to xylulose 5-phosphate), the enzyme kinetics are in accordance with the *K*_S_ value of 2.9 ± 0.9 mM determined for arabitol. Although AtlD affinity for the substrate xylulose 5-phosphate was not determined using the purified enzyme, our results are in the range of previously characterized arabitol phosphate dehydrogenase in *E. avium* (Povelainen et al., 2003). Taken all together, these results strongly indicate the functionality of the *altABCD* encoded proteins in the arabitol utilization in *B. methanolicus* MGA3.

Addition of arabitol to cultivation broth not only induced expression of *atlABCD*, but also of adjacent genes, i.e., eight genes from BMMGA3_RS07325 to BMMGA3_RS07360 and all part of the arabitol operon as established via RT-PCR analysis (Figure 5). BMMGA3_RS07325 codes for a putative transcriptional antiterminator BglG. The *bgl-sac* family of antiterminator proteins are effectors of substrate-induced antitermination of catabolic operons and include, e.g., SacT and SacY of *B. subtilis* (Debarbouille et al., 1990; Manival, 1997) and BglG of *E. coli* (Nussbaum-Shochat and Amster-Choder, 1999; Raveh et al., 2009). These antiterminator proteins have been extensively characterized and act as RNA-binding proteins abrogating termination of transcription and allowing transcription elongation (Rutberg, 1997; Van Assche et al., 2015). A BLASTp analysis showed that the protein encoded by BMMGA3_RS07325 shared 30% identity to BglG of *E. coli*, 35% identity to SacY and 37% identity to SacT of *B. subtilis*, and 40% identity to BglG of *L. monocytogenes* (Gorski et al., 2003). Additionally, both *E. coli bglG* and *B. subtilis sacT* are located upstream of genes coding for PTS components involved in the utilization of ß-glucosides and sucrose, respectively (Rutberg, 1997). Similar gene order, where gene coding for antiterminator is upstream of genes encoding arabitol PTS, was observed in an arabitol gene cluster in *L. monocytogenes* and *E. avium* (Gorski et al., 2003; Povelainen et al., 2003). Interestingly, the other *B. methanolicus* wild type strain PB1 (NCIMB13113) is unable to grow on arabitol (data not shown). Both strains have been previously reported to show physiological differences (Heggeset et al., 2012). A BLAST analysis comparing the arabitol operon sequences of MGA3 and PB1 showed an incomplete BMMGA3_RS07325 gene sequence in the genome of the PB1 strain. These findings may indicate that BMMGA3_RS07325 functions as regulator of arabitol catabolism in *B. methanolicus* MGA3, and that its truncated form in *B. methanolicus* PB1 leads to absence of growth on arabitol.

RT-PCR and RNA-seq analysis revealed that genes BMMGA3_RS07325 to BMMGA3_RS07365 are co-transcribed as an operon (Figure 5). Accordingly, conserved promoter motifs were present upstream of BMMGA3_RS07325 (Irla et al., 2015). Using the ARNold tool for identification of transcriptional terminators (Naville et al., 2011), additional promoter motifs were found between BMMGA3_RS07360 and BMMGA3_RS07365 overlapping with a putative terminator structure (data not shown). These findings suggest the presence of a sub-operon starting at BMMGA3_RS07365 that would most likely not be involved in arabitol metabolism since it is not induced by arabitol. It is therefore remarkable that BMMGA3_RS07365 is co-transcribed alongside the arabitol inducible genes.

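BMMGA3_RS07365 was at 481 normalized counts on mannitol and 1182 on arabitol. Its log2 ratio of 1.30 (1.14 to 1.45) is a 2.46-fold higher level on arabitol and is past the rule of at least 2-fold. It ranks 194 from the highest among 2784 chromosomal genes, and its ratio lies at percentile 92.3 of random genes of the same expression level. The authors' deposited table gives it a p of 0.105 and an adjusted p of 1.00. BMMGA3_RS07360, the gene before it on the chromosome, had a higher ratio, and the counting intervals of both ratios do not overlap.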

*Bacillus methanolicus* MGA3 is a facultative methyloptroph with a narrow substrate spectrum. Here, we have identified and characterized growth with D-arabitol. RNA-seq analysis revealed evidence for arabitol inducible catabolism of this sugar alcohol via a PTS AtlABC and an arabitol phosphate dehydrogenase AtlD, and genetic complementation studies confirmed functionality of the latter during arabitol metabolism. The role of a second putative arabitol phosphate dehydrogenase co-transcribed with *atlABCD* and metabolic fluxes during growth with arabitol remain to be studied. Once established for *B. methanolicus*, gene deletion experiments combined with biochemical characterization of the enzymes and ^13^C labeling experiments will help to further our understanding on how this sugar alcohol is catabolized as sole or combined carbon source.

## Data Availability

All datasets generated for this study are included in the manuscript and/or the Supplementary Files. The data sets supporting the results of this article are available in the NCBI Gene Expression Omnibus database under the accession number GSE133849, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE133849.

## Author Contributions

ML carried out the experimental procedures. ML, MI, and LB analyzed the data. ML prepared a draft of the manuscript. ML, MI, LB, and VW finalized the manuscript. VW coordinated the study. All authors read and approved the final version of the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

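*B. methanolicus* MGA3 was grown with mannitol or arabitol as carbon source, and the RNA of 3 cultures per condition was pooled into 1 library, so the comparison rests on 2 libraries and there is no replicate check. The samples were grouped by carbon source, as the labels and the paper give it.

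Before deposit, the authors trimmed the reads with Trimmomatic 0.33 to a minimal length of 35 bp, mapped them with Bowtie to the chromosome, pBM19 and pBM69, and analysed them with DESeq through ReadXplorer. The versions of Bowtie and DESeq are not given in the sources used here, nor is whether reads were counted by strand or how reads with several matches were treated, so overlapping genes such as *desK* and *desR* and genes with near-identical copies are uncertain. The deposited signal values are gene counts that the authors divided by the DESeq size factor of the library, separately for the chromosome and each plasmid. The deposited fold values are the ratio of the normalized counts of condition B over condition A, as the authors computed it. The deposited p-value and adjusted p-value come from the authors' DESeq test within each of the 3 tables. The deposited score for the cut-off is 1 where the authors found at least 30 normalized counts in the higher of the 2 libraries, a relation that was checked on the tables. The authors also deposited an annotation with gene positions, from which coordinates and coding lengths were taken, and 3266 of the 3322 genes in the tables had an entry there while 56 had none.

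The tables name the conditions A and B. They were read as mannitol and arabitol because the ratio of B over A equals the value of Table 3 (arabitol over mannitol) for each of its 12 genes and the title of the workbook has the same order. The RefSeq tags of the paper were paired with the GenBank tags of the tables by symbol, product and order in Figure 5A, and BMMGA3_RS07355 and BMMGA3_RS07365 by order alone. Other RefSeq tags were not translated.

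Whole reads were recovered by dividing each normalized value by the value of 1 read, and 100% of the values of each table came out whole within a tolerance of 1e-06. The recovered counts sum to 5099878 reads on mannitol and 4376056 on arabitol for the chromosome, 555951 and 536595 for pBM19, and 27172 and 34896 for pBM69. A row that names no gene, with 0.194% of the chromosomal reads on mannitol and 0.166% on arabitol, was left out. The sums exceed the mapped reads of the paper and also its raw reads, so a raw read as the paper counts it entered more than 1 time on average. If both mates of a pair were counted, counts would be mostly even where both fall in 1 gene, and even counts were 64.3% on mannitol and 61.1% on arabitol among genes with 1 to 10 reads, and 51.1% and 49.6% among genes with 1000 to 10000 reads. With 1000 to 10000 reads, a few pairs with 1 mate outside the gene make odd and even counts about equally common, so those shares cannot decide. The larger share of even counts at 1 to 10 reads goes with both mates being counted, but was not tested further. How the pairs were counted stays open. The exact 95% intervals are too narrow wherever a read pair was counted more than 1 time in the same gene. These intervals cover counting error only.

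Of 3218 chromosomal genes, 2869 passed the authors' cut-off of 30 and 2784 had a mean of at least 30 normalized counts. For pBM19 these numbers were 22, 19 and 18, and for pBM69 82, 65 and 62. Log2 ratios were taken without a pseudocount. A gene passed the fold rule with a ratio of at least 2-fold, a mean of at least 30 and an exact 95% interval that excludes equality. With 1 library per condition the spread between cultures cannot be estimated, so p-values were computed here only in the edgeR alternative, at an assumed spread, and none of them is printed. For each of 31 gene lists, the members with a mean of at least 30 and those at least 2-fold higher or lower were counted, and the median log2 ratio was placed among 10000 random lists of the same size matched on mean expression in 20 bins. The interval of a list's median comes from 1000 resamples of the reads. The medians of the 2 plasmid lists got no percentile, since their genes are scaled among themselves. Several lists hold members that their names do not cover, as they were matched by symbol and product. The ATP synthase list holds the flagellar gene *fliI*, the tricarboxylic acid cycle list holds a glutamate synthase gene and *leuB*, and the methanol dehydrogenase list holds *citH* (malate dehydrogenase).

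The gene lists, the fold rule, the alternatives and the rule for named genes were set before the data were examined, except where a choice is said to be later. The values of Table 3 had been seen by then. Named are the genes that the paper names, up to 15 called genes with the largest rise and 15 with the largest fall, and up to 4 members of each list that lies outside the 2.5 to 97.5 percentiles or has a called member. This gave 77 genes. Members of lists with few changes are named in addition, after their values were seen.

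The fold rule was tested on simulated data for the chromosomal comparison, with counts for 3218 genes drawn at the real means and library sizes and 200 of them changed. With counting error alone it recovered 98% of 3-fold, 100% of 4-fold and 100% of 8-fold changes and called 0 of 3018 unchanged genes. When the simulated libraries varied with a coefficient of variation of 0.2 it called 68 unchanged genes (2.25%), and at 0.4 it called 608 (20.1%). The changed genes were all drawn with a mean of at least 30. The unchanged genes also include those with a lower mean, which the rule can hardly call, so these 2 shares are understated beside the recovery. The coefficient of variation is a spread between libraries, and the pooling of 3 cultures per library was not simulated. The edgeR exact test, run on the recovered reads as an alternative with an assumed coefficient of variation, recovered 48% of 3-fold, 84% of 4-fold and 100% of 8-fold changes at 0.2 with 3 unchanged genes called. At 0.4 it recovered 0%, 4% and 16%. On the real reads it called 251 genes at 0.2 and 16 at 0.4. In the simulation at 0.2, 500 random lists of 15 genes were drawn from all genes past the minimum level, changed genes included. Of these lists 6.6% lay outside the 2.5 to 97.5 percentiles, and 91% did when shifted by 0.5 on the log2 scale.

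Other scalings (library total, upper quartile, TMM), pseudocounts, minimum levels, fold sizes and adjusted p thresholds were tried as alternatives. Reads that span genes, qRT-PCR, enzyme assays and growth data were not analysed here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 were used.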

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

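The test of read numbers for the *des* genes was chosen after their values were seen, and the test of the neighbouring genes was set before its value was seen.

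The authors' deposited table gives an adjusted p of at most 0.01 to 12 genes outside Table 3, which the paper's text does not discuss. Lower on arabitol were *des* at a log2 ratio of -5.50, the chemotaxis transducer gene BMMGA3_04725 at -4.95, the putative membrane protein genes BMMGA3_15225 and BMMGA3_10420 at -4.35 and -3.96, *desK* at -4.02 and *desR* at -3.77. Higher on arabitol were the hypothetical gene BMMGA3_07115 at 5.79, *cutL* at 3.52, BMMGA3_08300 at 3.46, BMMGA3_08050 (PfpI family protease) at 3.46, *dhaS2* at 3.36 and BMMGA3_08315 at 3.36. In the authors' deposited table their adjusted p-values run from 1.69e-06 (*des*) to 0.00777 (BMMGA3_08315).

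*des*, *desK* and *desR* lie next to each other on the reverse strand, from position 1592429 to 1595269, and all fell on arabitol. Too few reads are excluded as the reason, since the bound nearest 0 of their exact 95% intervals was -3.66 (*desR*). Reads spilling over from a neighbour are excluded as well, since the nearest genes on either side, BMMGA3_08015 and *yhxC*, had log2 ratios of -1.04 and 0.12. A test on cold shock genes was considered first and was not run, because no gene of the tables is annotated as such. The carbon source, the slower growth on arabitol that the paper reports and any difference in temperature between the pooled cultures stay open and were not tested. The libraries differ in carbon source and growth at once.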

How the results depend on the processing

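The comparisons with unadjusted p-values, with the chromosome's factors for the plasmids, with halved reads and with the recombinase genes counted once were chosen after the data were seen. No paired analysis was possible because each condition is 1 library.

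In the authors' deposited table 17 genes were called (7 higher, 10 lower), against 34 (19 higher) at an adjusted p of at most 0.05, 6 (1 higher, 5 lower) at 0.001 and 75 (48 and 27) at an unadjusted p of at most 0.01. The edgeR exact test gave 251 (148 and 103) at a coefficient of variation of 0.2, with all 17 among them, and 16 (4 higher, 12 lower) at 0.4, with 10 of the 17. A ratio of at least 4-fold with a mean of at least 30 normalized counts, without a test, gave 134 (84 and 50). The fold rule gave 581 genes (317 higher, 264 lower), against 134 (84 and 50) at 4-fold and 1131 (580 and 551) at 1.5-fold, while other scalings, minimum levels, a pseudocount of 10 and halved reads gave 425 to 717. With upper-quartile scaling, which shifts all log2 ratios by -0.07, it gave 289 higher and 302 lower, so the direction with more genes turns. These counts depend on the threshold, the minimum level, the scaling and the test with its assumed spread. The edgeR counts cover the chromosome only.

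The cluster's median of 2.98 was 2.91 with upper-quartile scaling and 2.83 as a ratio of sums, outside its counting interval in both cases. Without the 10 genes of highest mean, which include *mdh*, the chromosome, pBM19 and pBM69 had 98.7%, 0.704% and 0.603% of reads on mannitol and 98.6%, 0.570% and 0.870% on arabitol. The median of the mobile elements turned from -0.57 to 0.033 with the recombinase genes counted once, and its percentile from 0.02 to 57.7, since 13 genes of that list became 1. The cluster's shift with upper-quartile scaling is that of all genes. A ratio of sums weighs genes by their level, and BMMGA3_RS07360, with the smallest ratio of the cluster (2.15), had 3479 normalized counts on mannitol. Only BMMGA3_RS07325 had more there (3889). The ratio of sums without BMMGA3_RS07360 was not tested.

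The other values of these comparisons, 40 in number, stayed within their limits. The 77 named genes had no reversal under total scaling, a pseudocount of 10 or, for those on the chromosome, TMM scaling, with 218 values inside their counting interval and 6 outside. The 10 gene lists outside the central 95% of random lists were so with a mean of at least 100, no minimum and unmatched random lists, and also with total and TMM scaling, which shift all chromosomal genes alike and so test little here. Scaling within the replicon is what the authors did, and the tables hold no rRNA or tRNA genes to leave out, so neither gave another value. Depth limits genes with few reads, such as *cotSA* with 6 and 88.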

Differences from the paper's values

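All alternatives compared here were set before the data were examined, apart from the unadjusted p-value.

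The paper gives 48 genes with higher and 24 with lower RNA levels on arabitol, with a cut-off of 30. Its methods name DESeq and a P-value adjusted to at most 0.01, read here as an adjusted p, while the footnote of Table 3 gives a P of at most 0.01 by Student's *t*-test, and the text does not settle which applies to these counts. In the authors' deposited table 7 and 10 genes pass the cut-off and an adjusted p of at most 0.01. None of the alternatives set before the data were examined came within 1.5 times of either number: 19 and 15 at an adjusted p of 0.05, 1 and 5 at 0.001, 7 and 10 again without the cut-off or with a joint adjustment, 148 and 103 or 4 and 12 with edgeR, and 84 and 50 at 4-fold. An unadjusted p of at most 0.01 in the authors' deposited table, chosen after seeing the values, gives 48 and 27 genes and drops 0 of the 12 genes of Table 3. The deposited adjusted p at 0.01 drops 7 of these 12, which the paper counts among its 48 and 24. The adjusted p as deposited, at 0.01, therefore cannot have given the paper's counts. The paper's list of these genes (Supplementary Table 3) was not used here.

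The paper gives 3163610 mapped reads for mannitol and 2684972 for arabitol. The reads recovered from the tables sum to 5683001 and 4947547. These are different measures, mapped reads and reads summed over genes, and no alternative was run for them.

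By qRT-PCR, the paper shows log2 changes of about -3.6 for *mtlR*, about 1.6 for BMMGA3_RS07325, about 3.2 for *atlC*, about 1.7 for BMMGA3_RS07350 and about 0.35 for BMMGA3_RS07360 in Figure 3A, read by eye. The RNA-seq log2 ratios here were -4.62, 2.99, 2.73, 3.00 and 2.15. The assays differ, also in their reference, which is *repB* of pBM19 for qRT-PCR and the chromosome's size factors for RNA-seq. No alternative used *repB* as the reference. The tolerance was the larger of the spread of the plotted points by eye and the approximate counting standard error, not an error stated in the paper. None of the alternatives set before the data were examined brings these values within that tolerance. The other 5 genes of that panel did not differ by this measure, except that *mtlD*, at -3.87 here, did so with total scaling (-3.88) and upper-quartile scaling (-3.94). For *atlB* (about 4.0 by qRT-PCR, 3.41 here) and *atlD* (about 3.9 and 2.90) the plotted points lay far apart. By eye they spread 1.4 and 1.5 to either side, against 0.1 for *atlC*, so the measure says little about *atlB* and *atlD*. The 12 RNA-seq values of Table 3 match those computed here, except that upper-quartile scaling moves the 8 cluster genes by more than their approximate counting standard error. The match is no independent check, since the ratios come from the authors' normalized counts and these 12 genes served to assign A and B.

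The paper states that arabitol does not induce BMMGA3_RS07365. Its log2 ratio here was 1.30, past the rule of at least 2-fold, while the authors' deposited table gives it a p of 0.105 and an adjusted p of 1.00.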

Other observations

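The tests of a scaling factor for the motility and sporulation genes and of shared reads for the recombinase genes were chosen after the values were seen, as were the comparison matched on coding length, the count with the recombinase genes taken once, the scaling of pBM19 by the factors of the chromosome and the lists of fatty acid oxidation, carbon monoxide dehydrogenase and recombinase genes.

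Of 42 ribosomal protein genes, 11 were at least 2-fold lower on arabitol and 1 higher, with a median log2 ratio of -0.75 at percentile 0 of matched random lists. *rplV* fell from 12235 to 3870 normalized counts and *rplO* had a log2 ratio of -1.37, while *rplY* had 1.19. Of 9 genes listed for ATP synthase, 2 were at least 2-fold lower and 0 higher (median -0.89, percentile 0.11). These are *atpB* (subunit a) at -1.10 and *fliI* at -1.22, which codes for the ATPase of flagellar export. Of 8 genes of gluconeogenesis and acetate use, 3 were at least 2-fold higher and 0 lower (median 0.79, percentile 99.8). They are *gapB*, the glyceraldehyde-3-phosphate dehydrogenase gene used in gluconeogenesis, which rose from 102 to 398, and the acetoin utilization genes *acuA* at 1.54 and *acuB* at 1.06. Of 24 genes of fatty acid oxidation, 16 were at least 2-fold higher and 0 lower (median 1.62), among them *fadE* at 2.80 and *fadN* at 2.79. Of 13 genes of carbon monoxide dehydrogenase and molybdopterin, 7 were at least 2-fold higher and 0 lower (median 1.53), with *cutS* at 3.09. The last 2 lists were drawn up because their members had been seen to be high. In the authors' deposited table, 2 genes of the carbon monoxide dehydrogenase list had an adjusted p of at most 0.01. The lists of ribosomal proteins, ATP synthase, gluconeogenesis and fatty acid oxidation held 0 such genes. For all of these lists, carbon source and the slower growth on arabitol that the paper reports cannot be told apart.

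Of 11 genes of the ribulose monophosphate and pentose phosphate pathways, which fix formaldehyde during growth on methanol, 1 was at least 2-fold lower (median -0.34, percentile 6.23). This is *phi* (3-hexulose-6-phosphate isomerase), which fell from 61182 to 25861 normalized counts, while *hps* next to it had a log2 ratio of -0.40. The other genes of Figure 6 on the chromosome had log2 ratios of -0.47 for *tktC*, -0.39 for *mdh2*, -0.34 for *rpiB*, -0.31 for *pfkC*, -0.23 for *rpeC*, -0.18 for *tpiA*, -0.05 for *mdh3*, -0.02 for *pgi*, 0.15 for *tal* and 0.20 for *glpXC*. *proI*, a pyrroline-5-carboxylate reductase gene, had 0.93. The chromosomal *fba* gene of that figure was not analysed here, as no gene of the chromosome table carries its name. *mdh* on pBM19 had 0.31 in its own table and 0.19 with the scaling factors of the chromosome. Within the list of 3 methanol dehydrogenase matches the median was -0.05 (percentile 40.8).

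The following lists lay inside the central 95% of random lists. Genes of lower glycolysis had a median of -0.07 (11 genes, percentile 44.5, 1 higher, *gapB*), the tricarboxylic acid cycle 0.18 (19 genes, 85.7, 1 higher, *sdhA*) and the tRNA synthetases -0.25 (21 genes, 3.04, 1 lower, *tyrS*). Chaperones had -0.08 (12 genes, 35.5), oxidative stress 0.18 (13 genes, 85.1, *katA* higher at 1.66 and BMMGA3_03775 lower at -1.76) and iron uptake 0.27 (8 genes, 86.8, BMMGA3_14465 higher). Purine synthesis had -0.27 (14 genes, 6.13), and 1.55 as its percentile at a mean of at least 100. Branched-chain amino acids had 0.22 (10 genes, 80.1), histidine and tryptophan -0.09 (14 genes, 22.1), lysine and glutamate -0.09 (19 genes, 35.4, *gltA2* and *yclM* higher), sulfur and methionine 0.10 (16 genes, 71.0, *metA* higher) and methionine salvage 0.27 (7 genes, 82.9, BMMGA3_07500 higher). The list of rRNA genes matched 1 gene, *rlmCD*, at -0.19 (32.4), which codes for an rRNA methyltransferase. Genes named here for passing 2-fold were chosen after their values were seen. In all, 10 of 29 lists lay outside the central 95% of random lists, among them both lists chosen by the study and the mobile elements, which lie inside with the recombinase genes counted once. Of random lists of simulated genes, 6.6% lay outside. The simulated genes varied independently of each other, while genes of a real list can vary together. The 6.6% is therefore not the share to expect among real lists.

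Of the 41 motility genes 39 had log2 ratios below 0 and 2 above (median -1.02), and of the 70 sporulation genes 47 had ratios above 0 and 23 below (median 0.51). A scaling factor would move both lists the same way and is excluded as the cause of both medians, since their medians differ by 1.54 on the log2 scale, beyond counting error. A bias with coding length is excluded as well, since among lists matched on length and level the sporulation median lay at percentile 100 and the motility median at 0. The carbon source and the slower growth on arabitol that the paper reports stay open and were not tested, since the libraries differ in both at once.

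Of 29 genes of mobile elements, 13 were at least 2-fold lower and 1 higher (median -0.57, percentile 0.02), but with the recombinase genes counted once the median was 0.033 and the percentile 57.7. The higher one is BMMGA3_03070, annotated as phage shock protein A. Of the lower ones, 12 belong to 13 genes with the same recombinase annotation, with log2 ratios from -1.45 to -0.41. The SD of these 13 ratios was 0.264, below the range of 0.399 to 1.28 in matched random lists, and 10 of the 13 have a coding length of 1302 bp. This is consistent with reads shared between near-identical copies, as a hypothesis, but a common regulation would give the same and no gene sequence was used here.

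On pBM19, the hypothetical gene BMMGA3_17225 had 53 reads on mannitol and 2 on arabitol, a log2 ratio of -4.39 (-7.47 to -2.46), and its mean lies under 30 normalized counts. The authors' deposited table gives it a p of 0.00204 and an adjusted p of 0.0450.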
